# Toll-Like Receptors Drive Specific Patterns of Tolerance and Training on Restimulation of Macrophages

**DOI:** 10.3389/fimmu.2018.00933

**Published:** 2018-05-14

**Authors:** Suzanne K. Butcher, Christine E. O’Carroll, Christine A. Wells, Ruaidhrí J. Carmody

**Keywords:** tolerance, macrophage, toll-like receptor, transcriptome, innate immune memory, NF-κB

## Abstract

Tolerance is a long-recognized property of macrophages that leads to an altered response to repeated or chronic exposure to endotoxin. The physiological role of tolerance is to limit the potential damage to host tissue that may otherwise result from prolonged production of pro-inflammatory cytokines. Tolerance is induced by all toll-like receptor (TLR) ligands tested to date, however, tolerance induced by the TLR4 ligand lipopolysaccharide (LPS) is by far the best studied. LPS tolerance involves a global transcriptional shift from a pro-inflammatory response toward one characterized by the expression of anti-inflammatory and pro-resolution factors. Although largely reversible, LPS-tolerance leads to a hybrid macrophage activation state that is pro-inflammatory in nature, but possesses distinct regulatory anti-inflammatory features. Remarkably, a comparative transcriptomic analysis of tolerance induced by different TLR ligands has not previously been reported. Here, we describe the transcriptomic profiles of mouse macrophages tolerized with ligands for TLR2, TLR3, TLR4 and TLR 9. While we identified TLR-specific transcriptional profiles in macrophages tolerized with each ligand, tolerance induced by TLR4 represented an archetype pattern, such that each gene tolerized by any of the TLRs tested was also found to be tolerized by TLR4. Pro-inflammatory cytokines are not universally suppressed in all tolerant cells, but distinct patterns of cytokine expression distinguished TLR-specific tolerance. Analysis of gene regulatory regions revealed specific DNA sequence motifs associated with distinct states of TLR tolerance, implicating previously identified as well as novel transcriptional regulators of tolerance in macrophages. These data provide a basis for the future exploitation of TLR-specific tolerant states to achieve therapeutic re-programming of the innate immune response.

## Introduction

Innate immunity is the first line of host defense against infection and is critical for the development of adaptive immunity. Toll-like receptors (TLRs) are key sensors in the innate immune system and recognize conserved structures of microbial-derived molecules or pathogen associated molecular patterns (PAMPs). To date, 13 TLRs have been identified in mammals. These form homo- or heterodimers to recognize a range of PAMPs that spans microbial diversity, and regulation of this TLR repertoire fundamentally alters the tissue response to infection [reviewed in Ref. (1, 2)]. TLR activation induces the expression of hundreds of genes that encode inflammatory cytokines, type I interferons, antimicrobial proteins, and regulators of metabolism and regeneration; these molecules in turn mediate inflammation, anti-microbial immunity, and tissue regeneration.

The activation of different TLRs leads to specific transcriptional responses, *via* highly evolutionarily conserved signaling pathways. These are dependent on the adapter proteins, such as MyD88, TRIF, TIRAP, and TRAM, which direct activation of the NF-κB, MAPK, and IRF pathways (3). The combination of adapter proteins engaged by specific TLRs shapes the subsequent transcriptional and immune responses to the initiating ligand. The choice of adapter can be mediated by subcellular location of the TLR-pathogen engagement, with some intracellular (endosomal) TLRs preferentially signaling *via* non-MyD88 pathways, notably, TLR3 and TLR4. The synergistic activation of NF-κB, MAPK, and IRF pathways are important for activation of acute cytokine responses, including TNF, IL6, and IL1β.

The negative regulation of TLR-signaling events is critical to ensure that prolonged or repeated exposure to TLR ligands does not lead to uncontrolled or inappropriate inflammation and consequent damage to host tissue. The most important mechanism for controlling TLR activation is a form of tolerance to repeated exposure to a TLR ligand. This has been best described for lipopolysaccharide (LPS) activation of TLR4 and is otherwise known as endotoxin tolerance (4, 5). TLR-tolerance can be described as a state of altered responsiveness of cells to the repeated or chronic activation of TLRs, and includes the phenomena of cross tolerance, where pre-exposure to one TLR-ligand will reduce inflammatory responses to another (6, 7). TLR tolerance is observed in a number of cell types, predominantly monocytes, macrophages, and dendritic cells. A number of factors that promote LPS tolerance have been identified, including negative regulators of TLR4 signal transduction, such as IRAK-M (8), negative regulators of NF-ĸB-directed transcription, such as BCL-3 and NF-ĸB p50 (9), as well as the aryl hydrocarbon receptor and tryptophan catabolism (10). While convergent signaling *via* NF-κB is essential for acquisition of LPS-tolerance, it is not known how generalizable this may be to other TLR-ligands (6, 9). Chromatin changes at tolerized genes allow for persistence of altered responsiveness to re-stimulation of cells, but these changes are reversible over time, or in response to competing signals (11, 12).

Previous transcriptomic analysis of LPS (TLR4) tolerant cells identified two classes of TLR4-inducible genes; (i) tolerizable genes which are repressed during LPS tolerance, and (ii) non-tolerizable genes, which are not (11, 13, 14). The functional classification of LPS-inducible genes revealed that pro-inflammatory factors fall predominantly into the tolerizable class of genes, while genes which code for anti-microbial factors, including anti-microbial peptides and scavenger receptors, fall into the non-tolerizable class of genes. Thus, LPS tolerance represents a global transcriptional shift from a pro-inflammatory to a pro-resolution and anti-inflammatory response, while maintaining protective innate immune functionality in the context of chronic or continuing infection. Whether genes are tolerized or not likely reflects the impact of continued expression in the context of an inflammatory response and whether repression would be advantageous or deleterious. Furthermore, LPS tolerance is a transient state that allows cells to re-express pro-inflammatory factors in response to TLR ligands over time. Our previous transcriptomic analysis demonstrated that macrophages that have recovered from a tolerant state adopt a hybrid polarization state with features of both M1 and M2 macrophages (14).

To date, global transcriptomic analysis has only been performed for tolerance induced by LPS, and the similarity to tolerance induced by ligands for other TLRs is not known. In this study, we perform a comparative transcriptomic analysis of murine bone marrow-derived macrophages (BMDMs) tolerized with ligands for TLR2, TLR3, TLR4, and TLR9. Our analysis identifies a core set of genes tolerized by all TLR ligands tested, and further reveals a pattern of LPS-TLR4 tolerance that encompasses the patterns observed in TLR2, TLR3, and TLR9-tolerant states. We identified additional patterns of super-repression and super-induction on re-stimulation that indicate a diverse set of transcriptional events that shape the long-term response of macrophages to infection.

## Materials and Methods

### Murine Bone Marrow Isolation

Bone marrow was isolated from 6- to 8-week-old female C57BL/6 for generation of primary BMDM *in vitro*. Mice were sacrificed according to the Code of Practice for the Humane Killing of Animals under Schedule 1 to the UK Animals (Scientific Procedures) Act 1986, with procedures approved by the University College Cork Animal Experimentation Ethics Committee. Excess tissue was removed from the femur and tibia bones and then cleaned in sterile phosphate buffered saline (PBS) and 70% ethanol. Using a 21-gauge needle and syringe, bone marrow was isolated by flushing ice cold sterile PBS through the femur and tibia bones. Isolated bone marrow was re-suspended to generate a single cell suspension and passed through a 70 µM cell strainer to remove any debris. The bone marrow suspension was washed twice in culture media (DMEM, 10% FBS, 1% penicillin/streptomycin, 1% l-glutamine, 1% non-essential amino acids), and centrifuged at 4°C at 300 × *g* for 5 min. Bone marrow was cryopreserved in fetal calf serum supplemented with 10% DMSO until required for use. Each biological replicate was derived from a different mouse.

### BMDM Differentiation

Bone marrow was cultured following isolation or from cryopreserved stocks in culture media supplemented with 30% L929 conditioned media for 7 days. The cells were cultured on sterile non-tissue culture-treated petri dishes. On day 3, BMDM differentiation media was removed and replaced with fresh media supplemented with 30% L929 conditioned media and any non-adherent cells removed. Differentiated BMDMs were removed from the petri dishes at day 7 by incubating the cells with 5 mM EDTA in sterile PBS at 37°C for 5 min. Cells were washed twice in culture media at 4°C for 5 min at 300 *g*, re-suspended in media without L929 conditioned medium, transferred to tissue culture-treated dishes and allowed to adhere overnight. The purity of BMDMs was assessed by flow cytometry and was typically greater than 95% F4/80 positive.

### TLR Tolerance

Toll-like receptor tolerance was induced in BMDMs by stimulating cells for 24 h with 100 ng/ml LPS (Invivogen), 100 ng/ml Pam3CSK4 (Invivogen), 10 µg/ml Poly(I:C) (GE Healthcare), or 1 µM CpG (1,826 sequence, Eurofins). These concentrations of TLR ligands have previously been established to be appropriate for the induction of a robust inflammatory response (9, 14). After 24 h, the media was removed and the cells were washed twice with sterile PBS. The cells were allowed to rest in fresh culture media for 1 h before a second stimulation for 4 h with the same TLR ligand (Figure 1).

**Figure 1:**
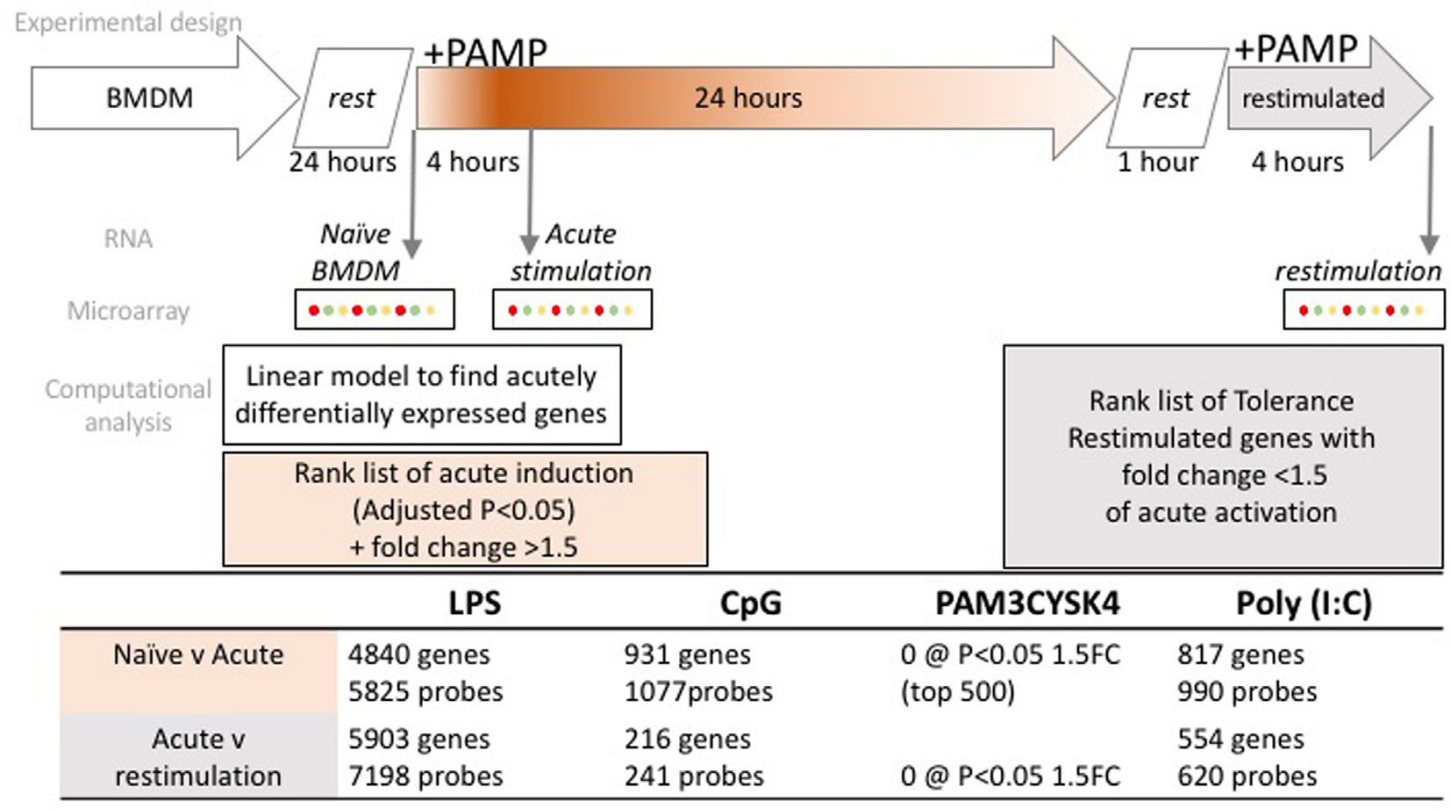
Experimental overview and workflow for transcriptome data normalization, filtering, and analysis. Bone marrow derived macrophages (BMDM) were differentiated for 7 days in L-cell conditioned media, washed and rested for 24 h, prior to acute stimulation with one of four toll-like receptor ligands. Cells were washed after 24 h, rested for 1 h, prior to restimulation with the same ligand. RNA was collected as indicated, from naïve, 4 h (acute) and 4 h (restimulated) time points. Microarray profiling followed, with the numbers of microarray probes, and correspondingly annotated genes that met the criteria for acute induction, or tolerance, as indicated in the table.

### Immunoblotting

Whole-cell proteins were extracted using RIPA lysis buffer supplemented with protease inhibitors (50 mM Tris–HCl, pH 7.4, 1% Nonidet P-40, 0.25% SDS, 150 mM NaCl, 1 mM EDTA, 1mM PMSF, 1mM NaF, 1mM Na_3_VO_4_, 2 µg/ml aprotinin, 1 µg/ml pepstatin, and 1 µg/ml leupeptin). Lysates were resolved on SDS-PAGE gels, transferred to nitrocellulose membranes and immunoblotted with anti-p105/p50 (Cell Signaling Technology), anti-BCL-3 (AbCam).

### Gene Expression Analysis

Total RNA was isolated using the RNeasy mini kit (Qiagen) with all samples DNase treated according to manufacturer’s instructions. Triplicate biological replicate samples submitted for microarray profiling met all sample submission criteria (Beckman Coulter Genomics, NC, USA). Briefly, 200 ng of total RNA was fluorescently labeled with Cy3 nucleotides. Labeled RNA (cRNA) was hybridized to Agilent mouse 8 × 60 K microarrays (Agilent-028005). Each BMDM culture was generated from bone marrow pooled from three mice, and each pool generated independently for each replicate. Real-time PCR (qPCR) was performed using the universal probe library system (Roche) and primer sequences as follows; *Il6* forward 5′-tctaattcatatcttcaaccaagagg-3′ *Il6* reverse 5′-tggtccttagccactccttc-3′; *Tnf* forward 5′-tcttctcattcctgcttgtgg-3′ *Tnf* reverse 5′-ggtctgggccatagaactga-3′ 18s forward 5′-aaatcagttatggttcctttggtc-3′; 18s reverse 5′-gctctagaattaccacagttatccaa-3′. Relative mRNA levels were calculated using the ΔΔCT method.

Microarray data were processed as follows: data were normalized using Limma (3.26.9), including RMA background correction quantile normalization (15). Analysis workflow is described in Figure 1: briefly, only probes mapping to an ENSEMBL (v67) gene were retained for this analysis. A detection threshold was applied to remove probes that were not expressed in at least 2/3 replicates. A linear model was fitted to identify differentially expressed probes using an adjusted *p*-value (Benjamini and Hochberg) of 0.05. A tolerized gene was defined by the following two criteria: where the same probe was (a) significantly induced (*p* < 0.05) and exhibited 1.5-fold or more inducible expression in response to the first stimulation, then (b) 1.5-fold lower induction in the re-stimulated condition. Tolerized probes were grouped by partitioning around medoids (PAM) clustering [R “cluster” package (v2.0.6)] (16). Functional enrichment analysis was conducted on the top 500 differentially expressed genes in each condition, ranked but not filtered on *p*-value. Enriched pathways and GO terms were identified using the curated data at InnateDB (17), and protein–protein interactions were identified using STRINGDB (18). Transcription factor motif enrichment was identified using Hypergeometric Optimization of Motif EnRichment [HOMER (v4.8.3)] (19). Heatmaps were generated using a similarity metric derived from the Pearson correlation, or using the www.stemformatics.org hierarchical clustering tool. Raw data are available from GEO (GSE81291) and www.stemformatics.org (20) and processed data can be visualized at http://www.stemformatics.org/datasets/search?ds_id=6943.

## Results

### A Comparative Analysis of TLR Tolerance Identifies TLR4 Induced Tolerance as the Dominant Form

Lipopolysaccharide is classically used to study macrophage tolerance. Although tolerance may be induced by TLRs other than TLR4, a comparative transcriptomic analysis of tolerance induced by different TLRs has not previously been performed. The similarity between transcriptional responses in macrophages tolerized by ligands for TLR2, TLR3, TLR4, and TLR9 following re-stimulation was assessed in mouse BMDM stimulated with Pam3CSK4 (TLR2), Poly(I:C) (TLR3), LPS (TLR4), and CpG DNA (TLR9). 24 h following stimulation the cells were washed then re-stimulated with the same TLR ligand for an additional 4 h, prior to RNA isolation and microarray analysis. 

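Each array measured the Cy3-labelled RNA of 1 BMDM culture on 62976 spots. There were 9 groups of 3 cultures each: naïve cells, cells stimulated for 4 h with 1 of the 4 ligands (acute), and cells stimulated for 24 h, washed, rested for 1 h and stimulated for 4 h with the same ligand again (re-stimulated). No group was treated for 24 h without re-stimulation, so a change on re-stimulation does not separate the first treatment from the second. LPS and Pam3CSK4 were given at 100 ng/ml and Poly(I:C) at 10 µg/ml. For CpG the methods give 1 µM, while the sample labels give 100 µM. The deposited table of normalized values has entries for 25 of the 27 arrays. LPS re-stimulated replicate 3 and Pam3CSK4 acute replicate 2 have none. The authors' deposited description says that both were dropped because of low quality. They were left out of the main values here too, and enter only the alternative with all 27 arrays. Percentages of probes well above background, as marked by the scanner software, lay between 42.1 and 54.3 on 24 arrays, and were 74.6 on naïve replicate 3, 92.3 on the LPS re-stimulated array left out and 99.9 on the Pam3CSK4 array left out, where 22.6% of spots were also marked as non-uniform. The naïve, CpG, Pam3CSK4, Poly(I:C) and LPS re-stimulated arrays shared 3 slides, 1 for each replicate number, and 1 scan day. LPS acute arrays were on 3 slides of their own, scanned on 2 other days with an earlier version of the array's design file. Every comparison with the acute LPS group is also a comparison of slides and scan days, and the layout alone cannot separate slide from stimulus. Type I interferon genes rose after acute LPS by a median of 3.30 log2 units, against −0.04 for all genes tested. Poly(I:C), on slides shared with the naïve arrays, raised them by 3.06. These values argue against a slide shift as the whole cause for the interferon genes only. The authors' values are log2 intensities after RMA background correction and quantile normalization. Here the same steps were applied to the median signal of each spot minus the median of its local background, and the results differed from the deposited values by a median of 0.0375 log2 units. Only 28435 of the non-control probes carry an Ensembl transcript in the files, and the Ensembl release that the paper used to filter probes is not used here, so all non-control probes were kept under the files' own names. Counts of genes are counts of these 34844 names, of which 27528 are gene names. Names of probes or of genomic intervals count as genes too, unlike in the paper. For each comparison of 2 groups, a probe was tested if it was well above background on at least 2 arrays of either group. A probe was called if its adjusted p (limma, Benjamini-Hochberg) was below 0.05 and its change at least 1.5-fold. The number of arrays limits the precision of every value.

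**Figure D1:**
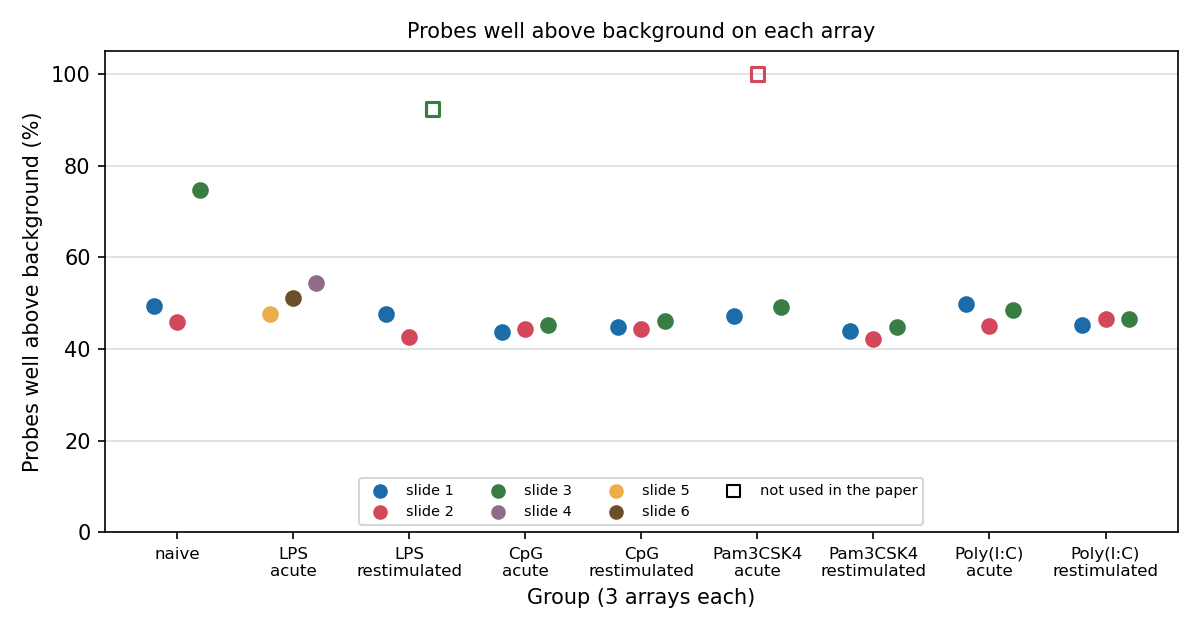
Percentage of non-control probes well above background (vertical axis) on each of the 27 arrays, grouped by condition (horizontal axis) and coloured by slide; open squares mark the arrays left out. Naïve replicate 3 (74.6%), LPS re-stimulated replicate 3 (92.3%) and Pam3CSK4 acute replicate 2 (99.9%) lie above the others.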

A subset of these patterns was confirmed by qPCR.

We first confirmed that all four stimuli activated BMDM that had received no prior stimulus, and that this activation profile was consistent with known TLR responses in macrophages (Figure 2; Figure S1 and Table S1 in Supplementary Material). 

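Acute LPS changed 8015 of 29933 tested probes against naïve BMDMs (3997 higher and 4018 lower, in 6648 genes). CpG changed 1624 of 27954 (873 higher, 751 lower, 1391 genes) and Poly(I:C) 1716 of 28426 (1090 higher, 626 lower, 1427 genes). The split by direction depended on the scaling. With median scaling in place of quantile normalization, 2268 were higher and 1080 lower for LPS, 1017 and 86 for CpG, and 1319 and 119 for Poly(I:C). For Pam3CSK4 limma called 0 of 27843 probes, the number also printed in the table of Figure 1. The fit of each pair of groups alone was chosen because the paper's supplement has that form, so the match is no independent check. Its smallest adjusted p was 0.285, and 3484 probes had an unadjusted p under 0.05. With the replicate number as a block Pam3CSK4 again gave 0 calls (3225 at unadjusted p). That 0 depends on the model and on 1 array: 1 fit over all 9 groups called 1668 probes, the same fit with the slide as a random block 2681, median scaling in place of quantile normalization 227, and leaving out naïve replicate 3 gave 586. Of the alternatives that leave out no array, dropping the test and keeping only the 1.5-fold change moved the counts most, as a ratio, for CpG (9665) and Poly(I:C) (9260), and median scaling did so for LPS (3348). Single arrays mattered as well. Without naïve replicate 3 there were 2903 calls for CpG and 2849 for Poly(I:C), without CpG acute replicate 2 there were 117, without Poly(I:C) acute replicate 2 there were 186, and without LPS acute replicate 2 there were 4091. The replicate block gave 633 CpG calls, 505 of them among the 1624. Among the largest increases, Cd69 rose by 10.28 log2 units after LPS (standard error 0.99, adjusted p = 0.00151) and by 9.52 after Poly(I:C) (1.02, adjusted p = 0.00959), from a naïve level above background on 2 of 3 arrays. The Poly(I:C) call was lost without Poly(I:C) acute replicate 1 (adjusted p = 0.0558) or 2 (0.0601), in a range over the alternatives from 1.39e-50 to 0.0601. Ptgs2 rose by 10.89 after CpG (0.52, adjusted p = 0.00124), from a naïve level above background on 1 of 3 arrays.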

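Il6 (probe on chromosome 5 of mm9, 30346367 to 30346426) had a mean log2 intensity of 2.90 ± 0.55 (SD, n = 3) in naïve BMDMs, where 1 of the 3 arrays was above background. Acute LPS raised it by 12.91 (standard error 0.32, adjusted p = 0.000119), CpG by 11.84 (0.67, adjusted p = 0.00237) and Poly(I:C) by 9.24 (0.47, adjusted p = 0.00134). Its rise after Pam3CSK4 was 8.10 (0.74, n = 2, adjusted p = 0.285), which passed 0.05 in 3 of the alternative settings and without naïve replicate 3 (adjusted p = 0.0354, with a range over the alternatives from 3.39e-19 to 0.803). Tnf (chromosome 17, from 35336795) was at 10.63 ± 2.43 (SD, n = 3) in naïve BMDMs, with single arrays between 8.97 and 13.43. Tnf rose by 6.45 after LPS (1.14, adjusted p = 0.01002) and by 6.83 after CpG (1.17, adjusted p = 0.0318). The CpG call was lost with the replicate block (adjusted p = 0.0533), with no detection filter (0.0587) and with each of 5 of the 6 arrays left out, the highest without naïve replicate 2 (0.117), in a range over the alternatives from 6.75e-27 to 0.117. The increases of Tnf after Pam3CSK4, 5.76 (1.45, adjusted p = 0.287), and Poly(I:C), 3.96 (1.26, adjusted p = 0.135), were not called. Both were called without naïve replicate 3 (adjusted p = 0.0354 and 0.0121, with ranges over the alternatives from 1.47e-10 to 0.828 and from 6.84e-10 to 0.328).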

We compared the top 500 genes induced by each ligand (Figure 2A), and observed a robust activation profile for known inflammatory markers, including IL6 (Figure 2C) and TNF (Figure 2D), confirming these patterns using qPCR (Figures 2E,F). The genes that were acutely induced in all conditions were predominantly chemokines and cytokines, known to be regulated by transcription factors NF-κB, MAPK, and IRF. These factors were themselves targets of TLR signaling and represented by hubs in a STRING protein network (Figure 2B). 

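The 500 genes with the smallest p among those raised by each ligand had 51 genes in common, against the paper's 70. Several of the 51 are names of probes or genomic intervals, some from the same locus, while the paper kept only probes of Ensembl genes. All 500 genes of LPS, CpG and Poly(I:C) had an adjusted p under 0.05, and none of those of Pam3CSK4 did. In these sets the smallest increase was 1.66 log2 units for LPS, 0.97 for CpG, 0.79 for Pam3CSK4 and 0.98 for Poly(I:C). Ranking by fold change instead moved the number most, to 110, and the replicate block gave 30. Among the 51 are the cytokines and chemokines Ccl4, Ccl12, Cx3cl1, Cxcl9, Cxcl10, Il6, Il12b and Tnfsf9, picked by name after the set was seen, together with Cd40, Nfkb1, Ptgs2 and Nlrp3. Tnf is not among them.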

Although distinct patterns of gene expression are evident for each TLR ligand, functional enrichment of pathways and molecular processes (Table S2 in Supplementary Material) shows that these converge on similar biological processes.

**Figure 2:**
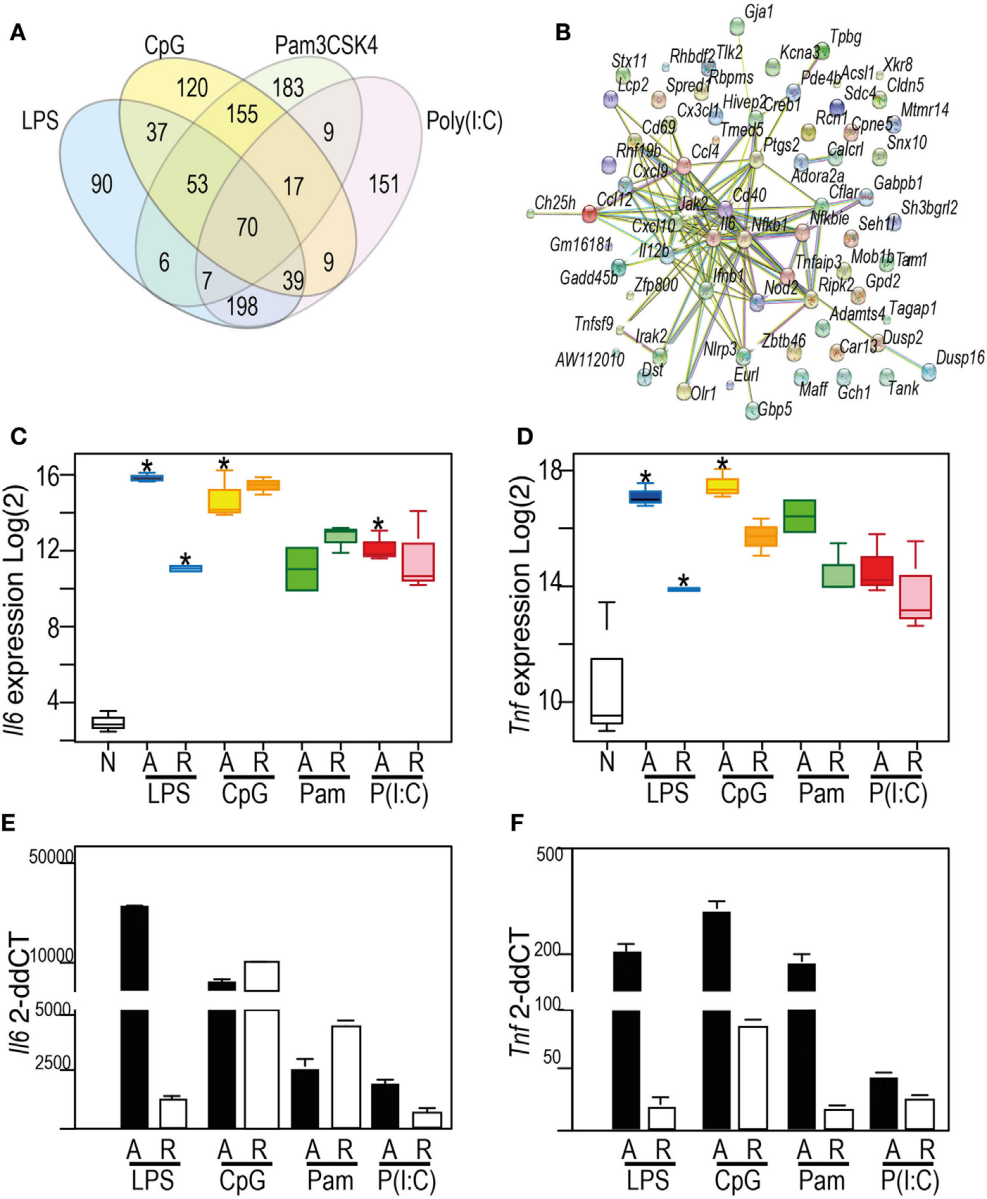
Toll-like receptor (TLR) ligands acutely activate macrophages, with shared classes of inflammatory response **(A)** Venn diagram showing the overlap of the top 500 inducible genes in the acute (4 h) response to: 100 ng/ml lipopolysaccharide (blue), 1 µM CpG (yellow), 100 ng/ml Pam3CSK4 (green), 10 µg/ml Poly(I:C) (red). **(B)** Protein–protein interaction network derived from StringDB for the proteins encoded by the 70 genes commonly induced by the four TLR ligands indicated in Venn. Nodes: proteins. Edges: interactions from STRING database. **(C,D)** Patterns of gene expression from the microarray data for *Il6* **(C)** and *Tnf* **(D)** mRNA. *Y*-axis (Log_2_) expression; *X*-axis showing naïve (N), acute (A), or re-stimulated (R) bone marrow-derived macrophages (BMDM). **(E,F)** qRT-PCR measurement of *Il6* **(E)** or *Tnf* **(F)** mRNA. *Y*-axis: microarray (Log_2_) expression. For Box-whisker plots, median, min, max shown, *n* = 2 or 3 samples * Benjamini and Hochberg adjusted *p* < 0.05. For histograms, delta–delta CT normalized to normalized to naïve BMDM, *n* = 3. See also Supplementary Figure 1: TF motif analysis of top 500 DE genes.

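Lists of type I interferon and MAPK pathway genes, fixed by name in advance, were tested against all other genes with camera (inter-gene correlation 0.01, adjusted over 40 tests of 5 lists in 8 comparisons). Type I interferon genes rose after LPS by a median of 3.30 log2 units (36 of 36 genes higher, adjusted p = 1.18e-23) and after Poly(I:C) by 3.06 (36 of 36, adjusted p = 1.25e-41). CpG raised them by 1.50 (34 of 36, adjusted p = 3.17e-11). After Pam3CSK4 the median was −0.38, with 11 of 36 higher (adjusted p = 0.0575). MAPK genes rose by a median of 0.56 after CpG (21 of 30 higher, adjusted p = 1.72e-05) and 0.72 after Pam3CSK4 (20 of 29, adjusted p = 0.00287). For Poly(I:C) the median was 0.15 (adjusted p = 0.199). After LPS the MAPK median was −0.18 while the mean was 0.19 and the test's direction was up (adjusted p = 0.558). The fry test of limma asks whether a list changes, not whether it changes more than other genes. The 2 tests can therefore differ without either being wrong. Of the 28 of 40 tests that camera called, 10 were also called by fry: interferon genes after acute LPS, acute Poly(I:C) and LPS re-stimulation, MAPK genes after acute CpG and Poly(I:C) re-stimulation, cell cycle genes after re-stimulation with LPS, CpG and Poly(I:C), and respiratory chain genes after acute LPS and LPS re-stimulation. Under fry the interferon list was not called for CpG (adjusted p = 0.146) nor the MAPK list for Pam3CSK4 (0.107), while fry called a higher MAPK list after acute LPS (0.0265). In the top 500 genes there were 7 MAPK genes each for CpG and Pam3CSK4, 4 for LPS and 3 for Poly(I:C).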

Whereas NF-κB activation is a common theme to all the TLR ligands profiled here, the MAPK signaling pathways were more significantly enriched in the gene sets induced by CpG and Pam3CSK4, and type I interferon pathways were enriched in Poly(I:C) and LPS-driven gene sets. A set of 198 genes (Table S1 in Supplementary Material) upregulated by LPS and Poly(I:C), but not CpG and Pam3CSK4, was rich in genes which regulate, and are driven by type I interferons. This included positive regulators *Azi2* and *Isg15*; and genes for IRF3/7-activating DNA sensors cGAS (*E330016A19Rik*), ZBP1, RIG-I (*Dhx58*), and MDA5 (*Ifih1*). 

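A total of 195 genes were in the top 500 of LPS and Poly(I:C) and in neither of the other sets, beside the paper's 198. Of the 36 type I interferon genes in the background of 20009 genes tested for every ligand, 17 were in the 166 of these genes that the background holds, against 0.299 by chance (one-sided Fisher's exact test, p = 1.36e-26, Benjamini-Hochberg over 12 overlaps 7.18e-26). The number of genes fell to 108 under median scaling, the alternative that moved it most. Absence from a top 500 is a rank and not a test, and CpG also raised the interferon genes as a list, by camera and not by fry.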

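Azi2 (chromosome 9, from 117972790) rose from 8.83 ± 0.05 (SD, n = 3) by 1.66 log2 units after LPS (standard error 0.18, adjusted p = 0.00214) and by 1.22 after Poly(I:C) (0.17, adjusted p = 0.0192). Isg15 (chromosome 4, from 155573649) rose from 14.05 ± 0.15 by 3.92 (0.20, adjusted p = 0.000315) and 3.61 (0.19, adjusted p = 0.00141). E330016A19Rik, Zbp1, Dhx58 and Ifih1 rose by 1.82 to 4.64 after LPS (adjusted p from 0.000364 to 0.00607) and by 1.87 to 4.19 after Poly(I:C) (0.00352 to 0.0223). Several Poly(I:C) calls rested on single arrays: without Poly(I:C) acute replicate 2 the adjusted p of Azi2 was 0.104, of Zbp1 0.108, of Dhx58 0.101 and of Ifih1 0.0538, and the lowest over the alternatives of these genes were 0.000408, 3.96e-05, 0.000173 and 5.83e-11. Median scaling gave 0.210 for Azi2, and for the other 3 the values without that array were the highest. Isg15 was also called for CpG, at 2.62 (0.48, adjusted p = 0.0355), but not with the replicate block (0.0727) nor without naïve replicate 2 (0.120, in a range over the alternatives from 1.19e-05 to 0.120). By rank, Azi2, E330016A19Rik and Ifih1 were in the set of 195, while Isg15, Zbp1 and Dhx58 were not. Dhx58 is the symbol the paper gives for RIG-I, and Ddx58, which it does not name, was in the set.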

Negative regulators of type I interferon signaling were also induced, including *Nlrc5* and *Usp18*. 

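Nlrc5 (chromosome 8, from 97051105) was at 10.14 ± 0.28 (SD, n = 3) in naïve BMDMs and rose by 3.12 log2 units after LPS (standard error 0.21, adjusted p = 0.000606) and by 2.63 after Poly(I:C) (0.22, adjusted p = 0.00511). Usp18 (chromosome 6, from 121220874) was at 11.93 ± 0.11 and rose by 3.71 (0.17, adjusted p = 0.000227) and 3.40 (0.15, adjusted p = 0.00111). Both genes are in the set of 195, and all 4 calls held in every alternative and with each array left out.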

LPS and Poly(I:C)-driven gene sets were significantly enriched for transcription factor motifs for IRF family members (Figure S1 in Supplementary Material).

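The union of the top 500 sets held 1184 genes, of which 49.6% (exact 95% binomial interval 46.7 to 52.5, for counting only) belonged to 1 ligand only: 97 to LPS, 116 to CpG, 189 to Pam3CSK4 and 185 to Poly(I:C). Pam3CSK4 shared a further 164 genes with CpG alone. Among the alternatives the replicate block moved the share most, to 60.8%, and all 27 arrays gave 58.8%. Without Pam3CSK4 acute replicate 1 it was 56.8%.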

As can be seen in the Venn diagram in Figure 2A, 47% of the inducible gene set was ligand-specific, so we searched for evidence of gene groups whose engagement was restricted to activation of a single TLR. The heatmap shown in Figure 3 illustrates a group of 55 genes with highly correlated expression patterns, that were induced only in the acute Poly(I:C) condition. 

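Fgf8 (chromosome 19, from 45811355) was at 5.35 ± 0.65 (SD, n = 3) in naïve BMDMs and rose by 5.22 log2 units after acute Poly(I:C) (standard error 0.64, adjusted p = 0.0136). It was at 4.78 ± 0.74 after LPS, 5.76 ± 0.84 after CpG and 5.65 ± 0.07 (n = 2) after Pam3CSK4. Without Poly(I:C) acute replicate 2, naïve replicate 2 or Poly(I:C) acute replicate 1 the adjusted p was 0.0769, 0.0608 and 0.0546, in a range over the alternatives from 6.88e-14 to 0.0769. Ppm1a (chromosome 12, from 73891705) changed by −0.10 (0.18, adjusted p = 0.785), and by 0.27 under median scaling, where the median change of all probes in that comparison was 0.28 (−0.099 in the main setting).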

The pathway enrichment terms associated with this group of genes were largely driven by expression of *Fgf8* and *Ppm1a*, which are part of insulin, MAPK, and phosphoinositide 3-kinase signaling pathways. Additionally, genes in this group included candidates for anti-viral (*Papolb*) and immune signaling activities (*Ppm1a, Trim12c, Csmd2*, and *Tbx21*). However, few of the 55 genes have been characterized extensively in an immune context, and 15% of this gene set consisted of genes uncharacterized in any context, highlighting the potential for further characterization of the TLR3-induced transcriptome.

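Papolb (chromosome 5, from 143004321), above background on 1 of 3 naïve arrays, rose by 2.70 log2 units after Poly(I:C) (standard error 0.39, adjusted p = 0.0207). Tbx21 (chromosome 11, from 96959417), also above background on 1 naïve array, rose by 6.09 (0.74, adjusted p = 0.0132), and Trim12c (chromosome 7, from 111488551) by 2.46 (0.39, adjusted p = 0.0254). With the replicate block Papolb (adjusted p = 0.0644) and Tbx21 (0.0583) were not called. Each call was lost when any of several single arrays was left out: without Poly(I:C) acute replicate 1 the adjusted p was 0.0939 for Papolb, 0.0642 for Tbx21 and 0.110 for Trim12c. Over all alternatives the ranges were 3.16e-05 to 0.127, 4.48e-19 to 0.0739 and 7.94e-06 to 0.115. On re-stimulation Papolb was above background on no array, a decrease of at least 5.58-fold (adjusted p = 0.0361, and 0.0542 with the block, in a range over the alternatives from 0.000113 to 0.125). Where a group is below background on every array, a fold is given only as this bound, taken on each array against the lowest level counted as above background or the probe's own level, whichever is higher. Trim12c was also among the genes tolerized by LPS. No probe in the files carries the name Csmd2.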

**Figure 3:**
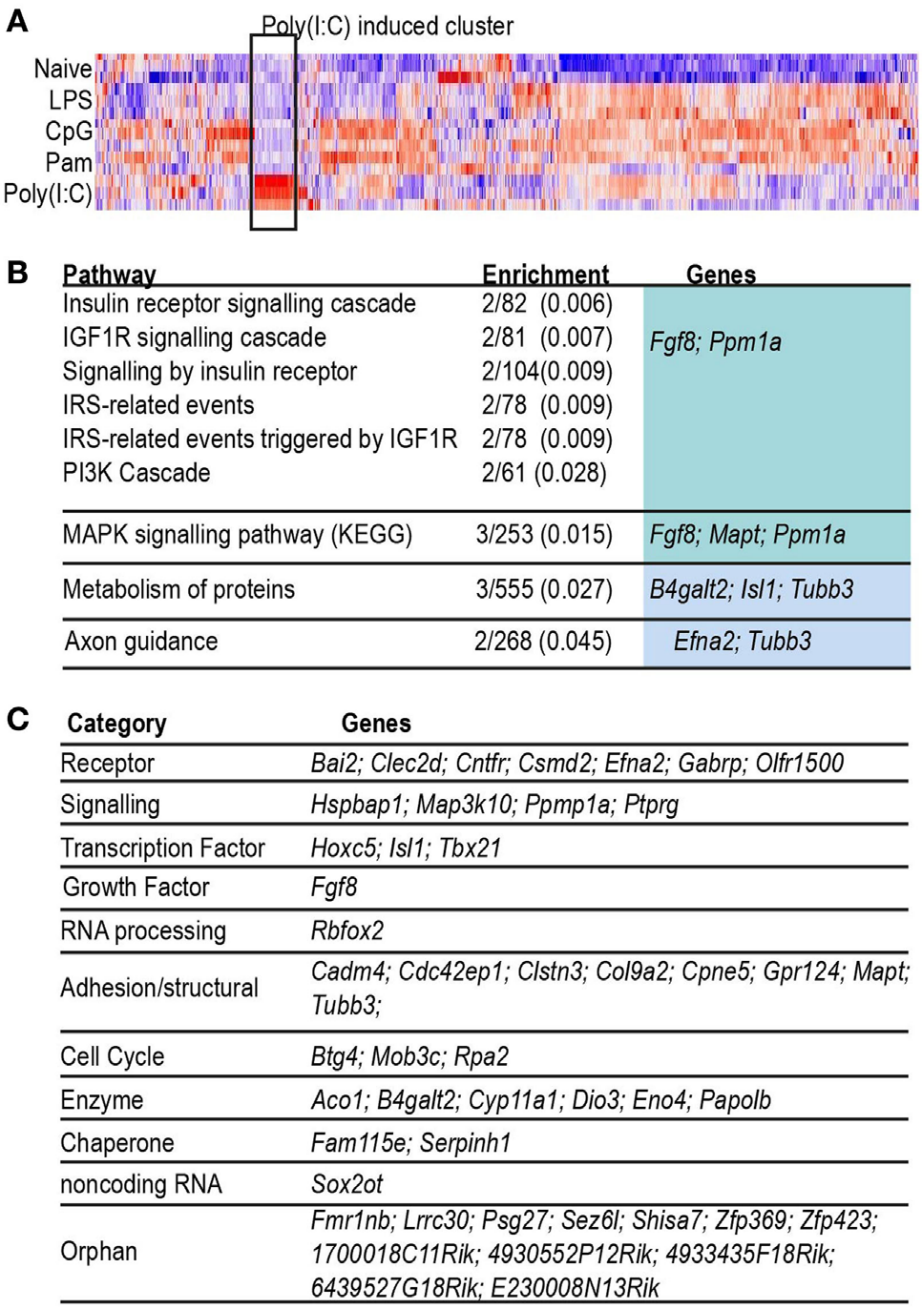
Characterization of probes induced only by Poly(I:C). **(A)** Heat map (Pearson correlation) of combined list of top 500 acutely induced genes per acute condition. Color indicates row *z*-score, ranging from −2 (blue) to 2 (red). Highlight box indicates cluster of probes highly induced only in Poly(I:C). **(B)** Table of Reactome pathways enriched (adjusted *p* < 0.05) in genes induced uniquely by acute infection with Poly(I:C). Enrichment: number of genes in test list/number of genes in pathway (adjusted *p*-value). **(C)** Table of genes grouped by biological category.

Tolerized genes were defined as those significantly upregulated at 4 h acute stimulation, but demonstrating at least 1.5-fold lower activation on re-stimulation. 

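By the paper's 2 criteria, a call in the acute comparison with higher expression followed by a mean at least 1.5-fold lower after re-stimulation, 2619 genes (3183 probes) were tolerized by at least 1 ligand, beside the paper's 1,644. LPS tolerized 2422 genes, CpG 369, Poly(I:C) 509 and Pam3CSK4 0, since no Pam3CSK4 probe was called as induced. These were 73.8% of the probes induced by LPS, 51.1% for CpG and 58.2% for Poly(I:C). The 0 for Pam3CSK4 rests on the adjusted p: at an unadjusted limma p under 0.05 with 1.5-fold, 1672 of its probes were higher. The second criterion includes no test. Of the tolerized probes, 2424 of 2948 for LPS, 117 of 446 for CpG and 172 of 634 for Poly(I:C) had an adjusted p under 0.05 for the decrease. Taking the top 500 induced genes in place of the adjusted p moved the number of genes most as a ratio, to 812. Without LPS acute replicate 2 it was 1729, and with the replicate block CpG tolerized 200 genes and Poly(I:C) 412.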

A total of 1,644 genes matched this pattern in one or more condition (Table S1 in Supplementary Material). 

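Partitioning the 3183 tolerized probes around 4 medoids, on the standardized means of the 9 groups and Euclidean distances, gave clusters of 890, 831, 829 and 633 probes. The methods do not name the distance used for the clusters. With 1 minus the Pearson correlation the largest held 940 and the smallest 568. Median scaling moved the smallest most, to 150, and without Poly(I:C) acute replicate 3 it held 234.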

We used PAM clustering to identify four groups of genes with shared patterns of induction, or tolerance (Figure 4, referred to as gene “clusters”). 

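The largest cluster here (890 probes, 820 genes) was tolerized by LPS for 99.9% of its probes, by Poly(I:C) for 1.57% and by CpG for 0.449%. A cluster of 831 probes (673 genes) was tolerized by LPS for 85.6%, Poly(I:C) for 38.9% and CpG for 9.39%, and one of 829 (713 genes) was tolerized by LPS for 98.8%, Poly(I:C) for 28.5% and CpG for 9.05%. The smallest, of 633 probes (551 genes), was tolerized by LPS for 83.6%, CpG for 45.7% and Poly(I:C) for 9.64%. No probe counts as tolerized by Pam3CSK4.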

The largest group of tolerized genes was a pattern common to LPS and Poly(I:C) (Figure 4, cluster 1); in contrast, genes that were tolerized in all conditions except Poly (I:C) represented the smallest group (Figure 4, cluster 2). A substantial subset of genes was only tolerized under LPS stimulation (Figure 4, cluster 3); and the remaining genes were tolerized in all conditions (Figure 4, cluster 4). 

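Counted by gene, 1836 of the 2619 tolerized genes were tolerized by LPS only. LPS and Poly(I:C) shared 302, LPS and CpG 191, and LPS, CpG and Poly(I:C) together 93, while 112 were tolerized by Poly(I:C) only, 83 by CpG only and 2 by CpG and Poly(I:C).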

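Of the genes tolerized by CpG, 284 of 369 (77.0%) were also tolerized by LPS, and of those tolerized by Poly(I:C), 395 of 509 (77.6%).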

Surprisingly, LPS-tolerance represents a group of tolerized-genes common to all other TLRs tested here, and genes tolerized by any TLR were subsets of this TLR4 tolerized pattern.

**Figure 4:**
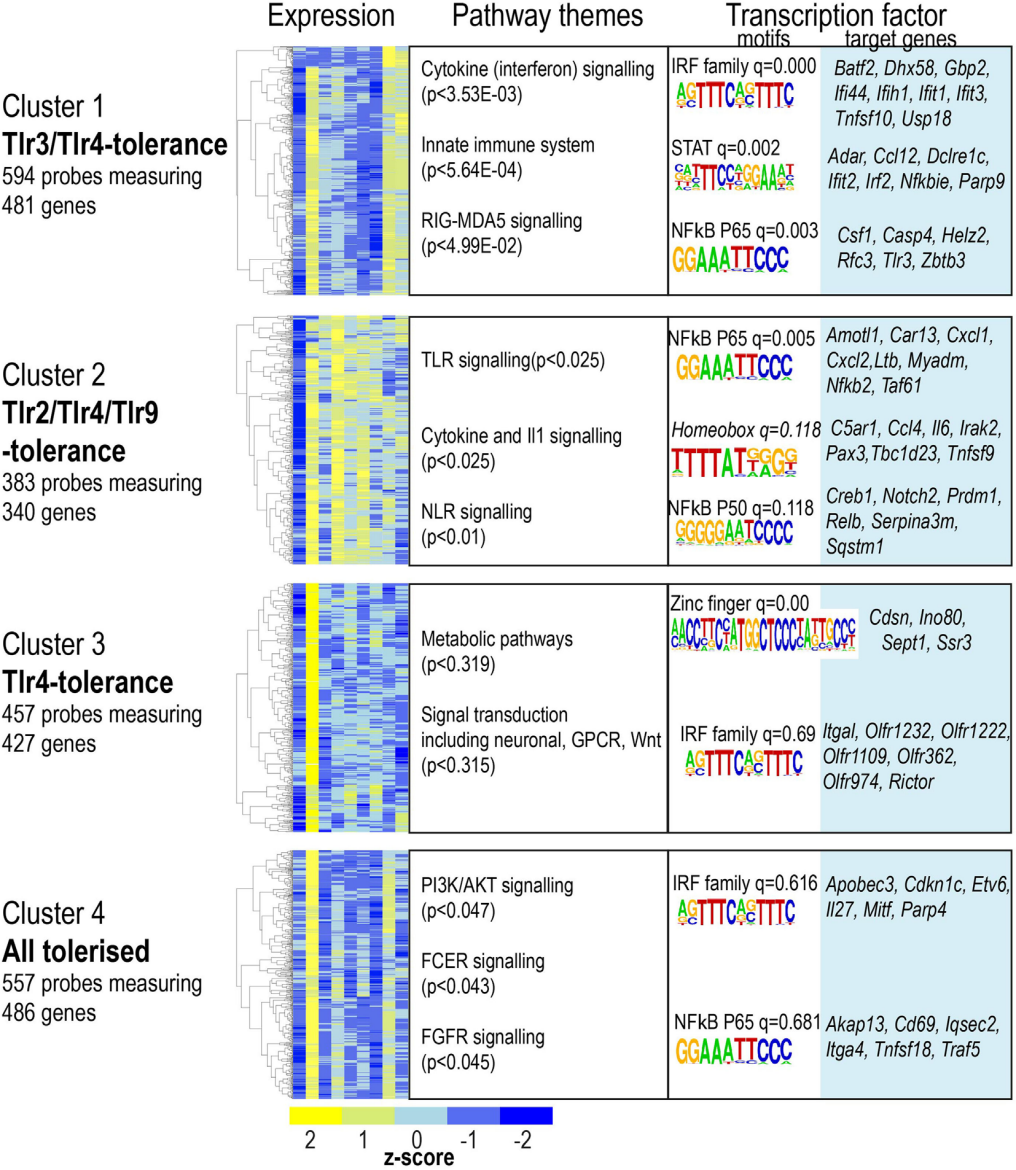
Four clusters of gene expression reveal toll-like receptor-specific patterns of tolerance. Microarray probes showing tolerance in at least one infection were grouped using partitioning around medoids-clustering. Heat maps for each cluster. Color indicates row *z*-score of mean log_2_ expression. Columns (L–R) naïve, lipopolysaccharide acute, and restimulation; CpG acute, restimulation; Pam3csk4 acute, restimulation; Poly(I:C) acute and restimulation. Pearson correlation of *z* scores shown in rows. Significantly enriched pathways, grouped thematically. Maximum adjusted *p*-value for all pathways significantly enriched in that theme is shown. Transcription factor binding motifs enriched in each cluster. Motif logos and adjusted *q*-values are representative for each transcription factor family. Full motif enrichment results are available at www.stemformatics.org.

Given the high degree of overlap between the patterns of tolerance observed for LPS or Poly(I:C), we examined the promoter regions of genes in cluster 1 (Figure 4), and found that these were enriched for both NF-κB and IRF motifs. In contrast, the subset of genes in cluster 2 that were exclusively not tolerized by Poly(I:C) also lacked the IRF motif. These were not tolerized because they were not acutely upregulated in the Poly(I:C) condition. Likewise, the genes that were only tolerized by LPS (cluster 3) were not acutely induced in the other conditions. 

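Of the 633 probes in the smallest cluster, 94.0% were called higher after acute LPS, 58.0% after CpG and 17.9% after Poly(I:C). Their median acute change after Poly(I:C) was 0.95 log2 units, and after Pam3CSK4 it was 1.46.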

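In the cluster of 890 probes the median acute change was 1.58 log2 units after LPS, 0.34 after CpG, 0.26 after Pam3CSK4 and 0.31 after Poly(I:C). The share of these probes called higher was 1.46% for CpG and 2.92% for Poly(I:C).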

The promoter regions of this gene set were largely dominated by the presence of an IRF4 and zinc finger motif. NF-κB p65-Rel promoter motifs were common to the majority of tolerized clusters, an observation consistent with previous links between NF-κB and tolerance (21).

These data revealed the surprising observation that the genes identified in any TLR-tolerance state are also always found in LPS-tolerance, indicating that LPS/TLR4-tolerance represents the archetype tolerizable state in BMDM. 

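Together, 783 genes were tolerized by CpG or Poly(I:C), and 586 of them (74.8%, exact 95% binomial interval 71.6 to 77.8, for counting only) were also tolerized by LPS. The genes come from the same few arrays, so the interval does not measure how the share varies between cultures. Of the other 197, 68 were called as induced by LPS without being 1.5-fold lower on re-stimulation, and 129 were not called as induced by LPS. The share moved most, to 42.1%, when the top 500 induced genes replaced the adjusted p. It was 65.6% without Poly(I:C) acute replicate 3 and 91.8% without naïve replicate 2. Every LPS class rests on the acute LPS arrays, which were on their own slides and scan days. A shift of those arrays alone would appear as an induction that is lost on re-stimulation, or as a repression that is regained. From the clusters of probes induced at first and lower on re-stimulation, the paper reasons that each set tolerized by another ligand lies within the set tolerized by LPS, and concludes that TLR4 tolerance is the archetype of the tolerizable state in BMDM.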

While LPS represented the most comprehensively tolerized condition, significant differences were observed in the capacity of other TLRs to reduce pro-inflammatory cytokine and chemokine expression in the tolerant state. For example, while *Tnf* expression was consistently tolerized in all conditions, *Il6* was tolerized only in cells re-stimulated *via* LPS-TLR4 and Poly(I:C)-TLR3 (see Figure 2). Similarly, *Ifnb1* was tolerized by ligands for TLR4 and TLR2, but not by TLR3 or TLR9, while *Il10* was tolerized by ligand for TLR3 and TLR4, but not for TLR2 and TLR9 (Figure 5). 

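Between acute and re-stimulated cells, 9756 of 28592 probes were called for LPS (4910 higher and 4846 lower), 929 of 25739 for CpG (478 higher, 451 lower) and 1363 of 27139 for Poly(I:C) (640 higher, 723 lower). For Pam3CSK4 limma called 0 of 25430 probes, again the number printed in Figure 1, with a smallest adjusted p of 0.111 and 3494 probes at an unadjusted p under 0.05. The replicate block also gave 0 (3298 at unadjusted p), 1 fit over all 9 groups gave 866, the slide as a random block 1901, and median scaling 178. Of the alternatives that leave out no array, keeping only the 1.5-fold change moved the other counts most as a ratio, to 6990 for CpG and 9291 for Poly(I:C), and for LPS the use of all 27 arrays did so, with 1890. Without LPS re-stimulated replicate 2 there were 3934 calls for LPS. For CpG there were 42 without CpG acute replicate 2 and 2068 without CpG acute replicate 3. For Poly(I:C) limma called 0 without acute replicate 1, acute replicate 2, re-stimulated replicate 1 or re-stimulated replicate 2 (between 4709 and 5244 at unadjusted p), and 3230 without re-stimulated replicate 3. The 3 largest decreases after LPS by the rule for naming genes were in LOC545005, Raver2 and Adamts4. Adamts4 was at least 123-fold lower (adjusted p = 0.000246) and LOC545005 at least 107.3-fold lower (adjusted p = 0.00287). Raver2 is described with the other observations, and its second probe changed by −0.32 log2 units (adjusted p = 0.266). Cd69, named for its acute rise, fell by 6.54 log2 units (standard error 0.24, adjusted p = 0.000162).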

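On re-stimulation Tnf fell by 3.22 log2 units for LPS (standard error 0.29, adjusted p = 0.00107) and was lower by 1.79 for CpG (0.39, adjusted p = 0.0596), 1.94 for Pam3CSK4 (0.59, adjusted p = 0.260) and 0.87 for Poly(I:C) (0.87, adjusted p = 0.565). With the replicate block the CpG decrease passed the threshold (adjusted p = 0.0257), as in 4 other alternatives, in a range from 0.0257 to 0.249. By the class rule Tnf was tolerized by LPS and CpG, and Il6 was tolerized by LPS and super-induced by CpG. Il6 fell by 4.78 for LPS (0.23, adjusted p = 0.000238). For Poly(I:C) it changed by −0.52 (1.04, adjusted p = 0.779), less than 1.5-fold, and the sign turned without Poly(I:C) re-stimulated replicate 1 (0.20). It rose by 0.66 for CpG (0.63, adjusted p = 0.589), and by 1.40 without CpG acute replicate 3 (adjusted p = 0.0494, in a range over the alternatives from 0.0494 to 0.887). For Pam3CSK4 it rose by 1.66 (0.74, adjusted p = 0.400). The change of Il6 for LPS minus that for CpG was −5.45 (1.22, adjusted p = 0.0168), minus that for Pam3CSK4 −6.44 (1.29, adjusted p = 0.00844) and minus that for Poly(I:C) −4.26 (1.22, adjusted p = 0.0575). The difference from CpG was not called without LPS re-stimulated replicate 1 (adjusted p = 0.0507) or 2 (0.0819), without CpG acute replicate 1 (0.0502) or with all 27 arrays (0.120, in a range over the alternatives from 0.00339). The difference from Poly(I:C) was called without Poly(I:C) re-stimulated replicate 1 (0.0468) and in 4 alternatives, in a range from 0.0394 to 0.294. For Tnf the same differences were −1.43, −1.29 and −2.36 (adjusted p = 0.568, 0.641 and 0.356).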

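Ifnb1 (chromosome 4, from 88168023) fell on re-stimulation by 4.44 log2 units for LPS (standard error 0.64, adjusted p = 0.00422, and 0.102 with all 27 arrays, in a range over the alternatives from 6.21e-08). For Pam3CSK4 it changed by −1.70 (0.75, adjusted p = 0.397), with 1 of 3 re-stimulated arrays above background, and its acute rise of 2.56 (0.68, adjusted p = 0.296) was not called. The changes for CpG and Poly(I:C) were −0.06 (1.00, adjusted p = 0.982) and 0.83 (0.58, adjusted p = 0.414). By the class rule, which has no test at this step, Ifnb1 was tolerized by LPS and super-induced by Poly(I:C). The CpG value turned positive without CpG acute replicate 3 (1.13), without CpG re-stimulated replicate 2 (0.32) and under median scaling (0.30). The Ifnb1 change for LPS minus that for Poly(I:C) was −5.27 (1.25, adjusted p = 0.0282), and minus that for CpG −4.38 (1.25, adjusted p = 0.0442). Without LPS re-stimulated replicate 1 neither difference was called (0.122 and 0.163), and the ranges over the alternatives were 0.0115 to 0.122 and 0.00238 to 0.163. Against Pam3CSK4 the difference was −2.74 (adjusted p = 0.221). Il10 (chromosome 1, from 132920943) fell by 4.11 for LPS (0.42, adjusted p = 0.00147, and 0.0793 with all 27 arrays, the highest of the alternatives). For Poly(I:C) it changed by −1.62 (1.54, adjusted p = 0.544), for CpG by 0.19 (0.48, adjusted p = 0.854) and for Pam3CSK4 by 0.78 (0.34, adjusted p = 0.390). The CpG value turned negative without CpG acute replicate 3 (−0.12) or CpG re-stimulated replicate 3 (−0.18). No difference between LPS and another ligand was called for Il10 (adjusted p from 0.0960 to 0.435).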

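Il12a (chromosome 3, from 68502346) was above background on no naïve array, rose at least 7.64-fold after acute LPS (adjusted p = 0.000911) and was at least 4.83-fold lower on re-stimulation (adjusted p = 0.00281). It was above background on no acute array of the other ligands. Il12b (chromosome 11, from 44227121) fell on re-stimulation by 5.29 log2 units for LPS (standard error 0.20, adjusted p = 0.000178, and 0.176 with all 27 arrays, the highest of the alternatives). It was lower by 2.33 for CpG (0.64, adjusted p = 0.0988, and 0.0420 under median scaling, in a range from 0.0420 to 0.219) and by 2.07 for Pam3CSK4 (1.22, adjusted p = 0.516). For Poly(I:C) it was higher by 1.36 (0.83, adjusted p = 0.349), and by the class rule it was super-induced there and tolerized by LPS and CpG. The Il12b change for LPS minus that for Poly(I:C) was −6.64 (1.31, adjusted p = 0.0118). That difference was not called without LPS re-stimulated replicate 1 (0.0542) or 2 (0.0606), nor with all 27 arrays (0.252, in a range over the alternatives from 0.00577). Against CpG the difference was −2.96 (adjusted p = 0.180). Against Pam3CSK4 it was −3.22 (adjusted p = 0.165), and it was called without Pam3CSK4 acute replicate 1 (adjusted p = 0.0353, in a range up to 0.635).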

IL-12 subunits were also differentially tolerized: *Il12a* was tolerized only in LPS conditions, whereas *Il12b* was tolerized by all conditions except Poly(I:C). These patterns are exemplified in Figure 5, and illustrated for TLR, NLR pathways, cytokines, growth factors, and chemokines in Figures S2–S4 in Supplementary Material.

**Figure 5:**
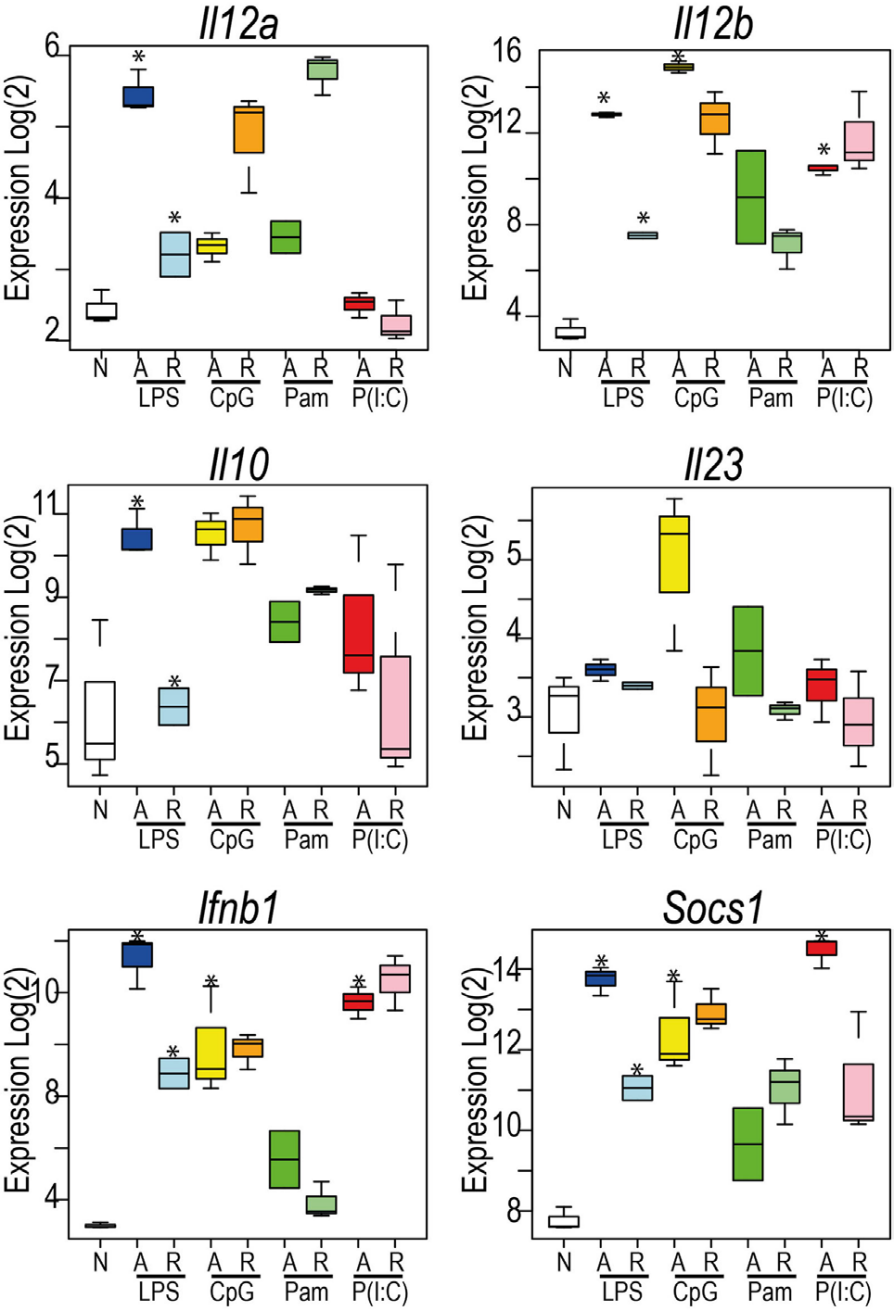
Toll-like receptors exhibit distinct patterns of tolerance. Microarray profiles of *Il12a, Il12b, Il23a, Ifnb1, Socs1*, and *Il10*. *Y*-axis: Log_2_ expression. *X*-axis: conditions. See also Figures S2–S4 in Supplementary Material. Box and whisker plots are median, min, and max. *n* = 2–3. *indicates Benjamini and Hochberg adjusted *p* < 0.05.

#### Innate Memory—Super-Induction, Super-Repression, and Delayed Responsiveness to TLR Ligands

By definition acute induction was a pre-requisite of tolerance, however, not all acutely induced genes were tolerized. Arguably, tolerance represents one form of innate “priming” or “training,” where pre-exposure to a PAMP alters macrophage responses to re-exposure. We identified 174 acutely induced genes that demonstrated further induction on re-stimulation with one or more TLR ligand (Figure 6; Table S1 in Supplementary Material). 

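A call in the acute comparison with higher expression, followed by a mean at least 1.5-fold higher still after re-stimulation, was met by 230 genes (259 probes), beside the paper's 174. LPS super-induced 149 genes, CpG 42, Poly(I:C) 78 and Pam3CSK4 0. With the replicate block CpG super-induced 27 and Poly(I:C) 100. Keeping only the 1.5-fold changes moved the total most, to 1088, and an adjusted p on the second step as well gave 118. The total was 140 without naïve replicate 2 and 372 without naïve replicate 3.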

Over a third of these genes were predicted to be secreted factors, including chemokines *Ccl2, Ccl5, Ccl8, Cxcl3*, and *Cxcl5*; cytokines *Csf3, Ifnb1, Il1a, Il1b, Il6, Il12b*, and *Il18bp*. 

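In LPS re-stimulated cells Cxcl3 was above its acute level by 5.01 log2 units (standard error 0.37, adjusted p = 0.000614) and Cxcl5 by 5.20 (0.42, adjusted p = 0.000779). Il1b was higher by 3.50 (0.24, adjusted p = 0.000534), Il18bp by 2.02 (0.27, adjusted p = 0.00323) and Il1a by 1.98 (0.28, adjusted p = 0.00420). Without cells treated for 24 h alone, a level left from the first treatment is not separated from a response to the second. With all 27 arrays Cxcl3, Cxcl5 and Il18bp were not called (adjusted p = 0.0540, 0.328 and 0.194, the highest over their alternatives), and in 1 fit over all 9 groups Il1a was not (0.141, with 0.182 the highest over its alternatives). The increases of Ccl8 for LPS (0.71), Ccl2 (0.77) and Ccl5 (0.90) for Poly(I:C), and Csf3 (1.37) and Il1a (1.45) for CpG had adjusted p from 0.117 to 0.435.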

As evident from Figures S2–S4 in Supplementary Material, many of these were tolerized or super-induced depending on the pathway of activation. 

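Of the 230 super-induced genes, 64 were also tolerized by another ligand or on another probe. By ligand, 114 genes were super-induced by LPS only, 57 by Poly(I:C) only and 23 by CpG only. LPS shared 17 with Poly(I:C) alone and 15 with CpG alone, while 3 were super-induced by all 3 of these ligands and 1 by CpG and Poly(I:C).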

Again, the dominant patterns were shared between TLR4/LPS and TLR3/Poly(I:C), with enrichment of IRF, bZip, and NF-κB motifs in the promoters of these “super-induced” genes.

**Figure 6:**
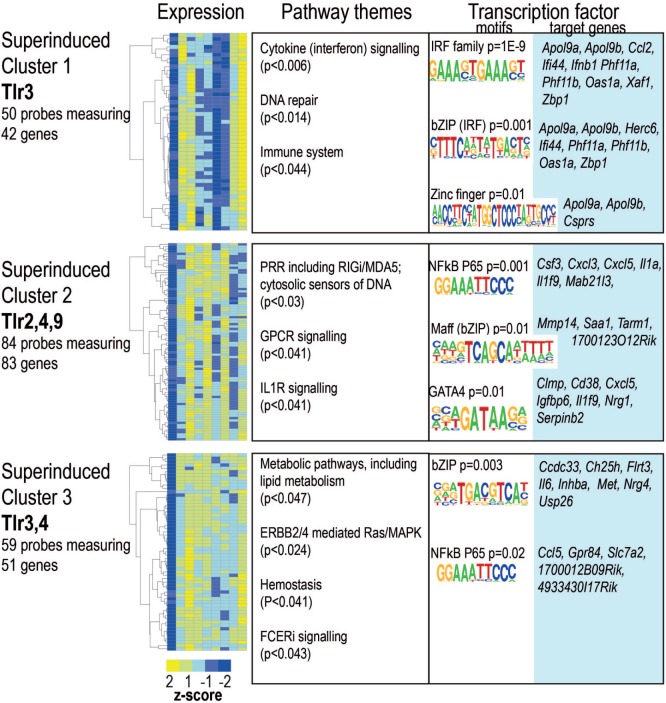
Ligand-specific patterns of super-induction on toll-like receptor (TLR) re-stimulation. Probes showing super-induction in at least one infection were clustered using partitioning around medoids. Heat maps for each cluster. Color indicates row *z*-score of mean log_2_ expression. Columns (L–R) naïve, lipopolysaccharide acute, and restimulation; CpG acute, restimulation; Pam3csk4 acute, restimulation; Poly(I:C) acute, restimulation. Pearson correlation of *z* scores shown in rows. Significantly enriched pathways, grouped thematically. Maximum adjusted *p*-value for all pathways significantly enriched in that theme is shown. Transcription factor binding motifs enriched in each cluster. Motif logos and *p*-values are representative for each transcription factor family. Full motif enrichment results are available at www.stemformatics.org.

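A call in the acute comparison with lower expression, followed by a mean at least 1.5-fold higher after re-stimulation, was met by 2435 genes (2832 probes): 2347 for LPS, 248 for CpG, 318 for Poly(I:C) and 0 for Pam3CSK4. With the replicate block there were 86 for CpG and 212 for Poly(I:C). Median scaling moved the total most as a ratio, to 807, and without naïve replicate 2 it was 1448. A list of 77 respiratory chain genes, fixed by name, fell in the acute comparisons by a median of 0.38 log2 units for LPS (adjusted p = 1.72e-05), 0.30 for CpG (3.72e-05), 0.16 for Pam3CSK4 (0.00265) and 0.23 for Poly(I:C) (0.000649). Respiratory chain genes rose on re-stimulation by 0.28 (adjusted p = 0.00182), 0.27 (0.000264), 0.19 (0.00287) and 0.11 (0.0575, and 0.0482 with the replicate block). Most of these changes are smaller than 1.5-fold, and 6 genes of the list were in the class itself, against 8.66 by chance. The adjusted p of the list are from camera. By fry only LPS was called, in the acute comparison (adjusted p = 0.0175) and on re-stimulation (0.0130). With the processed signal or with median scaling, camera called a lower acute list for 0 ligands.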

Genes that were transiently repressed, re-gaining at least 1.5-fold expression upon re-stimulation (Figure S5 and Table S1 in Supplementary Material) were dominated by genes involved in metabolic respiration, with motif enrichment implicating ETS factors as the major transcriptional regulator of this pattern. 

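Repression deepened by at least 1.5-fold on re-stimulation in 181 genes (194 probes): 133 for LPS, 42 for CpG, 38 for Poly(I:C) and 0 for Pam3CSK4. With the replicate block there were 25 for CpG and 25 for Poly(I:C). Keeping only the 1.5-fold changes moved the total most, to 1225, and single arrays moved it from 53 (without naïve replicate 2) to 471 (without naïve replicate 3).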

A smaller set of genes were acutely downregulated, then further strongly repressed on re-stimulation (Figure S6 and Table S1 in Supplementary Material). These were predominantly genes implicated in cell cycle processes, and may reflect the culture system (mouse BMDM).

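A list of cell cycle genes, fixed by name, fell on re-stimulation by a median of 1.92 log2 units for LPS (31 of 32 genes lower, adjusted p = 3.12e-09), 1.23 for CpG (adjusted p = 1.86e-13), 0.94 for Pam3CSK4 (3.04e-07) and 1.83 for Poly(I:C) (5.41e-17). By fry the decrease on re-stimulation was not called for Pam3CSK4 (adjusted p = 0.247). In the acute comparisons camera called decreases of 0.86, 0.47 and 0.59 for LPS, CpG and Pam3CSK4. The decrease of 0.35 for Poly(I:C) was not called (adjusted p = 0.0575). By fry no acute decrease was called (adjusted p = 0.204 for LPS, 0.350 for CpG, 0.371 for Pam3CSK4 and 0.504 for Poly(I:C)). Of the listed genes, 6 were among those repressed further by LPS, against 0.205 by chance (one-sided Fisher's exact test, Benjamini-Hochberg 7.97e-07). There were 0 among those repressed further by CpG and 0 by Poly(I:C), against 0.0686 and 0.0611 by chance. With so few expected, these counts of 0 decide nothing.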

The set of 70 genes acutely induced in all conditions were overwhelmingly subjected to a tolerance pattern, with a small number exhibiting ligand-specific super-induction (Figure 7C). This may indicate that coordinate mechanisms determine whether the expression of an inflammatory mediator is tolerized or trained. Indeed, the core members of NF-κB activation were themselves subjected to altered expression on re-stimulation with a TLR-ligand (Figure 7A–B). 

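Of the 51 genes in the top 500 of all 4 ligands, 43 were tolerized by at least 1 ligand: 42 by LPS, 34 by CpG and 27 by Poly(I:C). There were 11 super-induced by at least 1 ligand, 3 by LPS, 3 by CpG and 9 by Poly(I:C). Both classes held 6 genes, and 3 were in neither. Their median change on re-stimulation was −1.97 log2 units for LPS, −0.93 for Pam3CSK4 and −0.84 for Poly(I:C), with CpG between these. For Pam3CSK4, where no class could be called, 33 of the 51 were at least 1.5-fold lower and 9 at least 1.5-fold higher.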

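Nfkb1 (chromosome 3, from 135247621) fell on re-stimulation by 1.62 log2 units for LPS (standard error 0.25, adjusted p = 0.00557), and was lower by 1.54 for CpG (0.16, adjusted p = 0.0157), 1.25 for Pam3CSK4 (0.34, adjusted p = 0.229) and 1.17 for Poly(I:C) (0.39, adjusted p = 0.126). The LPS call was lost with all 27 arrays (adjusted p = 0.0927, in a range over the alternatives from 0.00108) and the CpG call without CpG acute replicate 2 (0.0722, in a range from 0.00202). The Poly(I:C) decrease was called without Poly(I:C) re-stimulated replicate 3 (0.0216, in a range from 0.00718 to 0.324). Map3k14 rose by 1.62 for Poly(I:C) (0.18, adjusted p = 0.0198). Its second probe gave 0.68 (adjusted p = 0.104), and without any 1 of 4 of the arrays the call was lost, in a range over the alternatives from 0.00123 to 0.0873. Nfkb2, Rela, Relb, Bcl3 and Map3k7 changed by −1.04 to 0.52 across the ligands, with no adjusted p under 0.05. For CpG, Rela (−0.96, adjusted p = 0.0693), Nfkb2 (−0.87, 0.0735) and Bcl3 (−0.62, 0.510) were called without CpG acute replicate 3 (0.0271, 0.0469 and 0.0265, with ranges from 0.00716 to 0.309, 0.0394 to 0.350 and 0.0265 to 0.844).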

Increased levels of the NF-κB p50 subunit and the IĸB protein BCL-3 were induced by all TLR ligands tested (Figure 7D) underlying the previously established role for the p50:BCL-3 transcriptional repressor complex in limiting TLR responses (9). NF-κB target genes were highly represented in BMDM genes with a “memory” status of the original stimulation, with the vast majority of these categorized in the tolerized group (Figure 7E).

**Figure 7:**
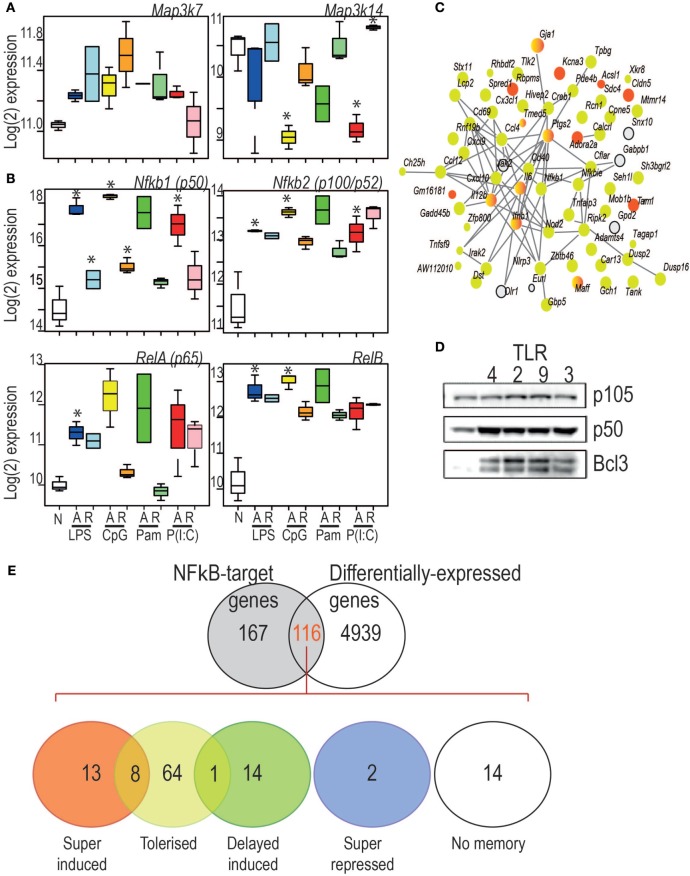
**(A)** Log_2_ expression of two kinases central to the canonical (left) and non-canonical (right) NF-κB pathways. **(B)** Key components of the canonical and non-canonical NF-κB pathways exhibit different regulatory patterns. Y-axis: Log_2_ expression. *indicates significant differential expression (adjusted *p* < 0.05). **(C)** StringDB protein–protein association network for the proteins encoded by the 70 genes commonly induced during acute responses by the four toll-like receptor ligands. Nodes: proteins. Edges protein–protein association. Colors: yellow: tolerized; red: super-induced; gray: no memory pattern. **(D)** Western Blot analysis of p105, p50, and BCL3 expression in cells stimulated for 24 h with ligand for TLR4, TLR2, TLR9, and TLR3 as indicated. **(E)** Characterization of differential expression and memory status of NF-κB target genes. Figure 7E overlap between NF-κB target genes and differentially expressed genes (adjusted *p* < 0.05, any acute infection). Number of genes per pattern is indicated in each colored circle. Circle overlaps show numbers of genes with both patterns, either due to multiple differently behaving probes, or ligand-specific memory pattern differences.

## Discussion

Historically, the study of endotoxin tolerance was performed using LPSs. Early research on endotoxin tolerance *in vivo* relied upon the fever response as a readout for responsiveness to endotoxin and led to the concept that tolerance was a hyporesponsive state due to a desensitization to endotoxin. However, as the factors that mediate the innate inflammatory response were identified it became apparent that tolerance is a state of altered responsiveness to stimulation rather than simply hyporesponsiveness. Initial transcriptomic analysis of LPS-induced tolerance in macrophages underscored this and revealed that a large number of LPS-inducible genes, particularly those encoding anti-microbial, anti-inflammatory, and pro-resolution factors are not suppressed during LPS tolerance (11). Remarkably, the same transcriptomic analysis has not previously been applied to tolerance induced by ligands for other TLRs, and thus the relationship between tolerant states induced by specific TLRs remained unclear. In this study, we have addressed this by performing transcriptomic analysis of macrophages tolerized with ligands for TLR4, TLR2, TLR3, and TLR9. A comparative analysis of the transcriptomic profiles of TLR-specific tolerant cells provides us with fundamental insights into the molecular programming of the innate immune inflammatory response. Our data reveal that tolerance induced by each TLR is distinct and that TLR4 induced tolerance is the most comprehensive tolerant state relative to tolerance induced by other TLRs.

The original observations of endotoxin hyporesponsiveness were conducted using *in vivo* models. Here, we have removed the paracrine milieu of cytokines and growth factors that would contribute to sustained macrophage activation, as well as endothelial or T-cell derived factors that may polarize recruited leukocytes. Pretreatment of LPS-tolerized macrophages with GM-CSF or IFNγ can partially restore TNF production *in vivo* after a second LPS injection, although not to the levels seen in naïve mice (22). In the current study, we differentiated BMDM using L-cell conditioned media, but the stimulation of cells was undertaken in the absence of growth factor. It should be pointed out that there was no indication of prior activation in the control macrophage profiles, nor was there any evidence of hyporesponsiveness of macrophages in the acute (4 h) condition. It could be argued that TLR-tolerance is an essential negative regulator of deleterious inflammation, such that this program would be difficult to subvert. 

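In naïve BMDMs, Il12a and Cxcl9 were above background on none of the 3 arrays, and Ifnb1 on 1, with log2 intensities between 2.88 and 3.03. Naïve Il10 ranged from 4.63 to 8.43. Leaving out naïve replicate 3 raised the acute change of Il10 from 4.32 to 5.46 log2 units for CpG (adjusted p = 0.0623 with the array and 0.00401 without, in a range over the alternatives from 3.72e-11 to 0.195), and that of Tnf for Poly(I:C) from 3.96 to 5.36.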

The dominant pattern of LPS-tolerance relative to the other TLR ligands is in line with the argument that tolerance is predominantly driven by autoregulation of NF-κB.

Our data reveals that the patterns of genes repressed during tolerance are largely associated with NF-κB dependent transcription regardless of TLR ligand, while IRF and B-ZIP motifs are over-represented in the promoters of genes that are super-induced in tolerant cells. This likely reflects the pivotal role of the NF-κB transcription factor as a driver of pro-inflammatory genes downstream of all TLRs. Previous studies have established the importance of NF-κB in promoting inflammatory gene induction (11) and tolerance (9, 21) through the differential binding of NF-κB dimers to the promoters of repressed genes. The TLR-inducible expression of NF-κB target genes relies on the transactivation domains of NF-κB dimers containing a p65(RELA) or c-REL subunit. The transcriptional repression of NF-κB target genes during tolerance requires the binding of NF-κB p50 homodimers. The NF-κB p50 subunit lacks the transactivation domain found in the p65, c-REL, and RELB subunits of NF-κB, and in the homodimeric form acts as a transcriptional repressor of NF-κB target genes. The stability of p50 homodimers is a key determinant of their repressor function and is controlled by polyubiquitination and proteasomal degradation. The IκB family member BCL-3 regulates p50 homodimer stability by inhibiting p50 ubiquitination and proteasomal degradation to form a stable DNA-bound repressor complex (9). Our data identifies elevated p50 and BCL-3 levels as a common feature of macrophages tolerized by all TLRs tested and suggests that this is a core mechanism for the repression of pro-inflammatory gene expression in TLR tolerant cells.

The repression of pro-inflammatory cytokine expression is one of the characteristic features of LPS tolerance. However, our analysis demonstrates that although each TLR ligand generally represses pro-inflammatory cytokine expression in tolerant cells, all cytokines are not universally tolerized and there is a highly diverse pattern of cytokine expression across all TLRs. A universal rule was that genes could not be tolerized if they were not first acutely induced. *Tnf* is repressed in macrophages tolerized by all of the TLR ligands tested, however, other important cytokines, such as *Il6* are repressed in cells tolerized by TLR4 and TLR3 stimulation, but not by TLR2 and TLR9 activation. Of note, *Ifnb1* is repressed in cells tolerized by ligand for TLR4 and TLR2, but not by ligands for TLR3 or TLR9. The lack of repression of *Ifnb1* expression in cells tolerized by TLR3 ligand may reflect the importance of interferons in mediating an anti-viral immune response. This data suggest that sustained expression of *Ifnb1* in the context of a viral infection may be beneficial to host immunity. Similarly, the expression of the chemokines *Cxcl9* and *Cxcl10* by TLR3 tolerized macrophages correlates with the role of these factors in CD8+ T cell recruitment to sites of viral infection, cells that have a critical anti-viral activity (23). Similarly, the re-stimulation of TLR9 or TLR2 tolerant cells induced *Il10* expression at levels comparable to the stimulation of naïve macrophages, while *Il10* expression was repressed in cells pre-treated with ligands for TLR4 and TLR3. 

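Cxcl9 (chromosome 5, from 92752191) was at least 1457-fold higher after acute Poly(I:C) than in naïve BMDMs (adjusted p = 0.00965), a call lost without Poly(I:C) acute replicate 1 (0.0504) or 2 (0.0562, in a range over the alternatives from 8.88e-60). On re-stimulation it was at 11.03 ± 1.11 (SD, n = 3), a change of −2.08 log2 units (standard error 1.19, adjusted p = 0.317). Without Poly(I:C) acute replicate 3 this decrease was called (adjusted p = 0.0411, in a range up to 0.593). Cxcl10 (from 92776616) rose by 10.12 (0.21, adjusted p = 0.000144) and was at 10.32 ± 1.39 on re-stimulation, a change of −2.31 (0.65, adjusted p = 0.0927). That decrease was called without Poly(I:C) re-stimulated replicate 3 (0.0103) and with the slide as a random block (0.0420), in a range over the alternatives up to 0.226. By the class rule, which has no test at this step, both genes were tolerized.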

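The log2 intensity of Il10 was 6.16 ± 2.00 (SD, n = 3) in naïve BMDMs. After CpG it was 10.48 ± 0.57 in acute and 10.68 ± 0.84 in re-stimulated cells, and after Pam3CSK4 8.38 ± 0.69 (n = 2) and 9.16 ± 0.12. After LPS it was 10.44 ± 0.57 and 6.33 ± 0.64 (n = 2), and after Poly(I:C) 8.25 ± 1.96 and 6.63 ± 2.71. The acute increase was called for LPS (4.28, standard error 0.96, adjusted p = 0.0218) but not without LPS acute replicate 1 (0.0763, in a range over the alternatives from 1.24e-10). For Pam3CSK4 (2.22, 1.20, adjusted p = 0.519) it was called only without naïve replicate 3 (0.0478, in a range up to 0.966). For Poly(I:C) (2.09, 1.33, adjusted p = 0.428) it was called with the replicate block (0.0170) and under median scaling (0.00268, in a range up to 0.653).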

How these TLR-specific patterns of cytokine and chemokine expression are regulated is not known, however, the differential induction of negative regulators of TLR responses by individual TLRs may provide a potential mechanism. Thus, our data indicate specific programs of TLR tolerance that are tailored toward the nature of the initiating stimulus. The immunological consequences of these specific patterns of cytokine repression will require further experimental investigation.

The differential profiles of cytokine expression in macrophages tolerized by different TLR ligands found in our analysis are also relevant to the more recently defined phenomenon of innate immune training. Innate immune training has been defined as enhanced innate host defense upon re-infection by the same or a different pathogen. Innate training is viewed as separate state to tolerance which is associated with the repression of inflammatory responses. However, our data suggest that this distinction may be too simplistic, a categorization of macrophage states following TLR activation. 

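Il12a was above background on no acute array of CpG and on 2 of 3 re-stimulated arrays, and the increase was not called (adjusted p = 0.0676, and from 0.00103 to 0.164 over the alternatives, 4 of which passed 0.05). For Pam3CSK4 the increase was at least 5.16-fold (adjusted p = 0.133), with all 3 re-stimulated arrays above background, and 3 alternatives passed 0.05, in a range from 0.000372 to 0.667.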

Our data show that while *Tnf* expression is repressed in macrophages tolerized by all TLRs tested, *Il12a* shows an expression profile characteristic of training in cells tolerized by TLR9. Indeed our data are consistent with previous studies demonstrating a protective effect of CpG treatment against infection by *L. monocytogenes* that is accompanied by sustained IL-12 production (24). It is worth noting that innate training has been largely experientially defined by the enhanced expression of a limited number of cytokines. Our data are also highly relevant to the phenomenon of cross tolerance, where ligand for one TLR can repress gene expression to subsequent re-stimulation with ligands for another TLR. To date most of the studies performed in this area have focused on a small number of cytokines, such as TNFα and IL-6. In light of our data presented here, a comprehensive transcriptomic analysis of TLR-cross tolerance is warranted in order to determine the potential relationship of cross tolerance to innate immune training. Our data caution against ascribing broad features of tolerance or training when studying TLR responses using a small number of experimental parameters. Rather, tolerance and training should be considered in a gene-specific context. This approach would likely better reflect the complex outcome of tolerization of macrophages by individual TLRs as revealed by our analysis.

In summary, this study defines the transcriptional responses of macrophages tolerized with ligands for TLR2, TLR3, TLR4, and TLR9. Our data support the concept that TLR tolerance promotes a shift away from a pro-inflammatory transcriptional response toward a response that is pro-resolution and anti-inflammatory in nature. The repression of transcription is generally associated with NF-κB target genes, while genes with IRF motifs are more likely to be super-induced in tolerant cells. However, this study also reveals the differential repression of cytokines and chemokines in macrophages tolerized by specific TLR ligands. These patterns of expression may have functional relevance to stimulus specific inflammatory responses and may also be relevant to the study of innate immune training.

## Accessions

The data is available from (GSE81291) and Stemformatics (http://www.stemformatics.org/datasets/search?ds_id=6943).

## Ethics Statement

This study was carried out in accordance with the recommendations of the Code of Practice for the Humane Killing of Animals under Schedule 1 to the UK Animals (Scientific Procedures) Act 1986, where excess tissue was used for isolation of bone marrow cells.

## Author Contributions

SB—bioinformatics, manuscript writing. CO—data generation. CW—data analysis, manuscript writing. RC—data analysis, manuscript writing.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Toll-Like Receptors Drive Specific Patterns of Tolerance and Training on Restimulation of Macrophages
**Source:** Front Immunol. 2018 May 14;9:933. doi: 10.3389/fimmu.2018.00933
**Supplement:** Supplementary file 2

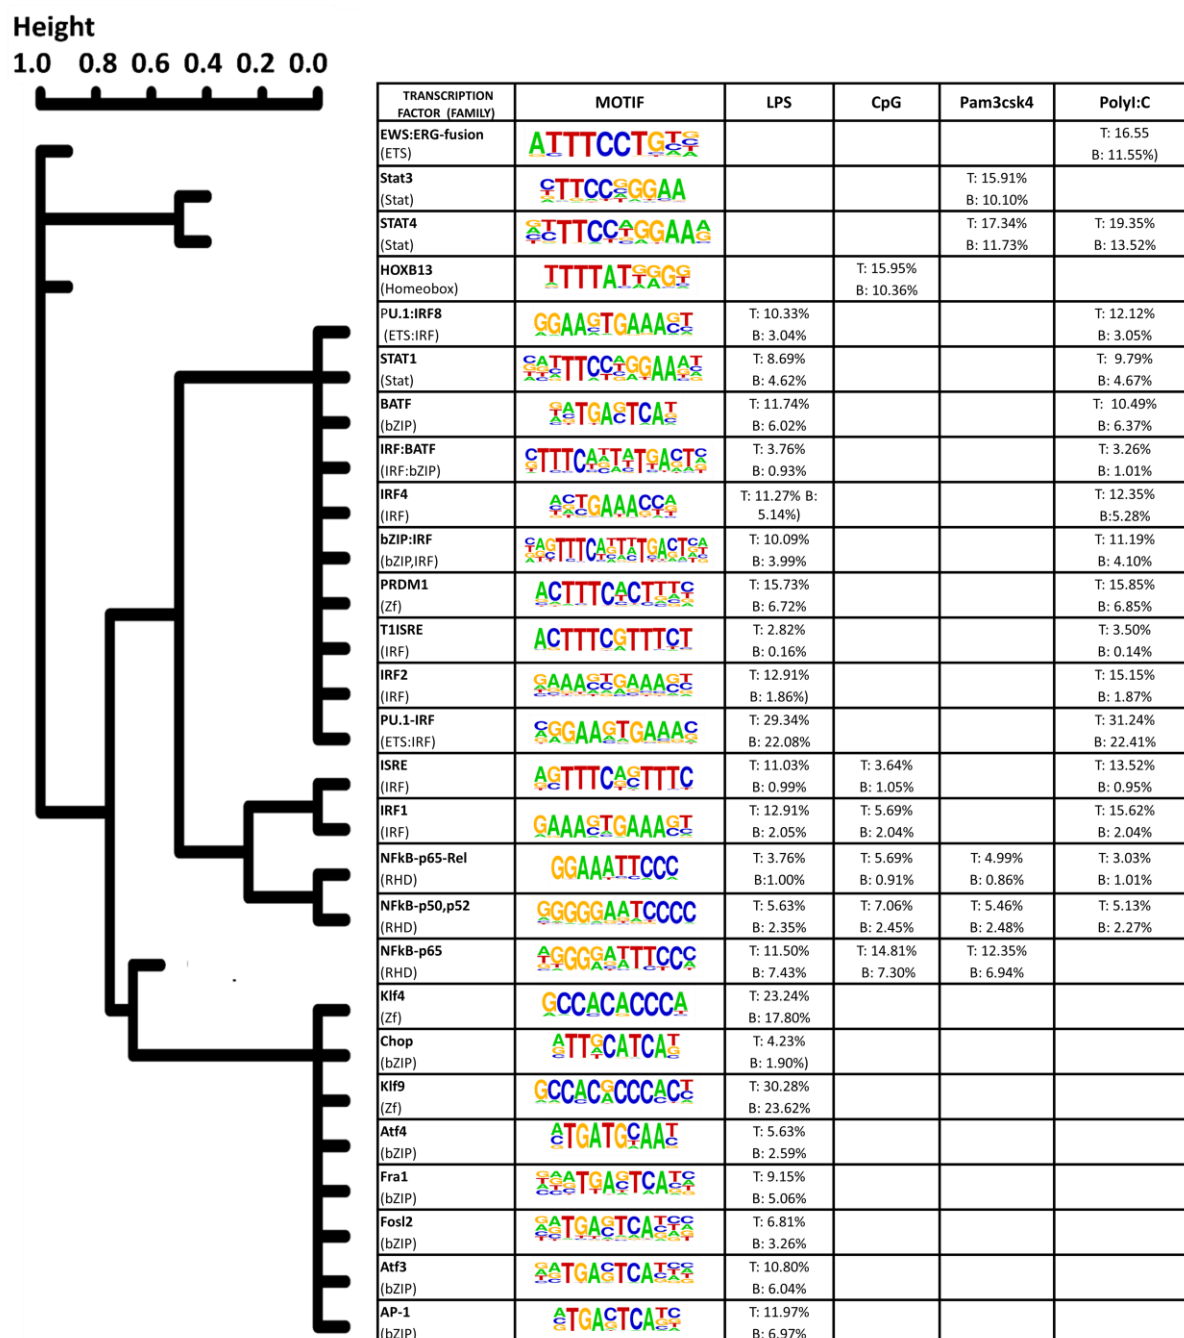

**Supplementary Figure 1: Transcription factor motif analysis of top 500 genes acutely regulated by TLR ligands in BMDM.** Similarity tree grouping p-values across samples together. T: percent enrichment in test (top 500 acute infection) set. B: percent enrichment in background set (from all detected genes on microarray). Full transcription factor enrichment results are available at [www.stemformatics.org](http://www.stemformatics.org) [1].

S2A

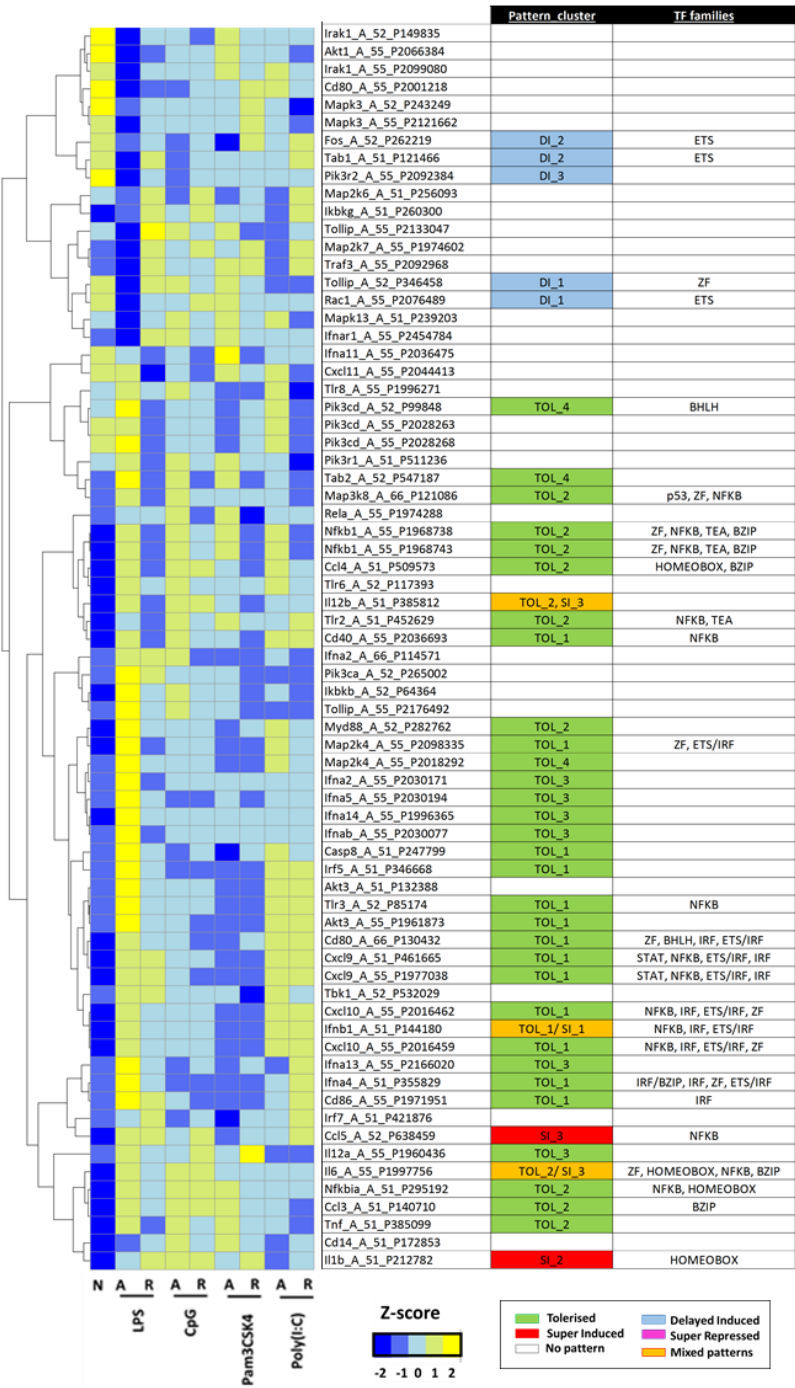

**Supplementary figure 2. Hierarchical clustering of genes in the TLR pathway.** (A) (Above) Heat map of probes measuring expression of TLR pathway (KEGG) [2] genes. Colour indicates row Z-score of mean log<sub>2</sub> expression. X axis: treatment (N: Naïve, A: acute, R: re-infection). Y-axis: Pearson correlation of z scores. Table columns (L-R): probe depicted in adjacent heatmap row, pattern/ cluster identifier (refer Figures 4, 6, S5, S6), transcription factor families (enriched in pattern cluster) found in the gene promoter. (B) (Below) KEGG [2] pathway map highlighting genes showing patterns of tolerance, super-induction, delayed induction, and super-repression.

## S2B

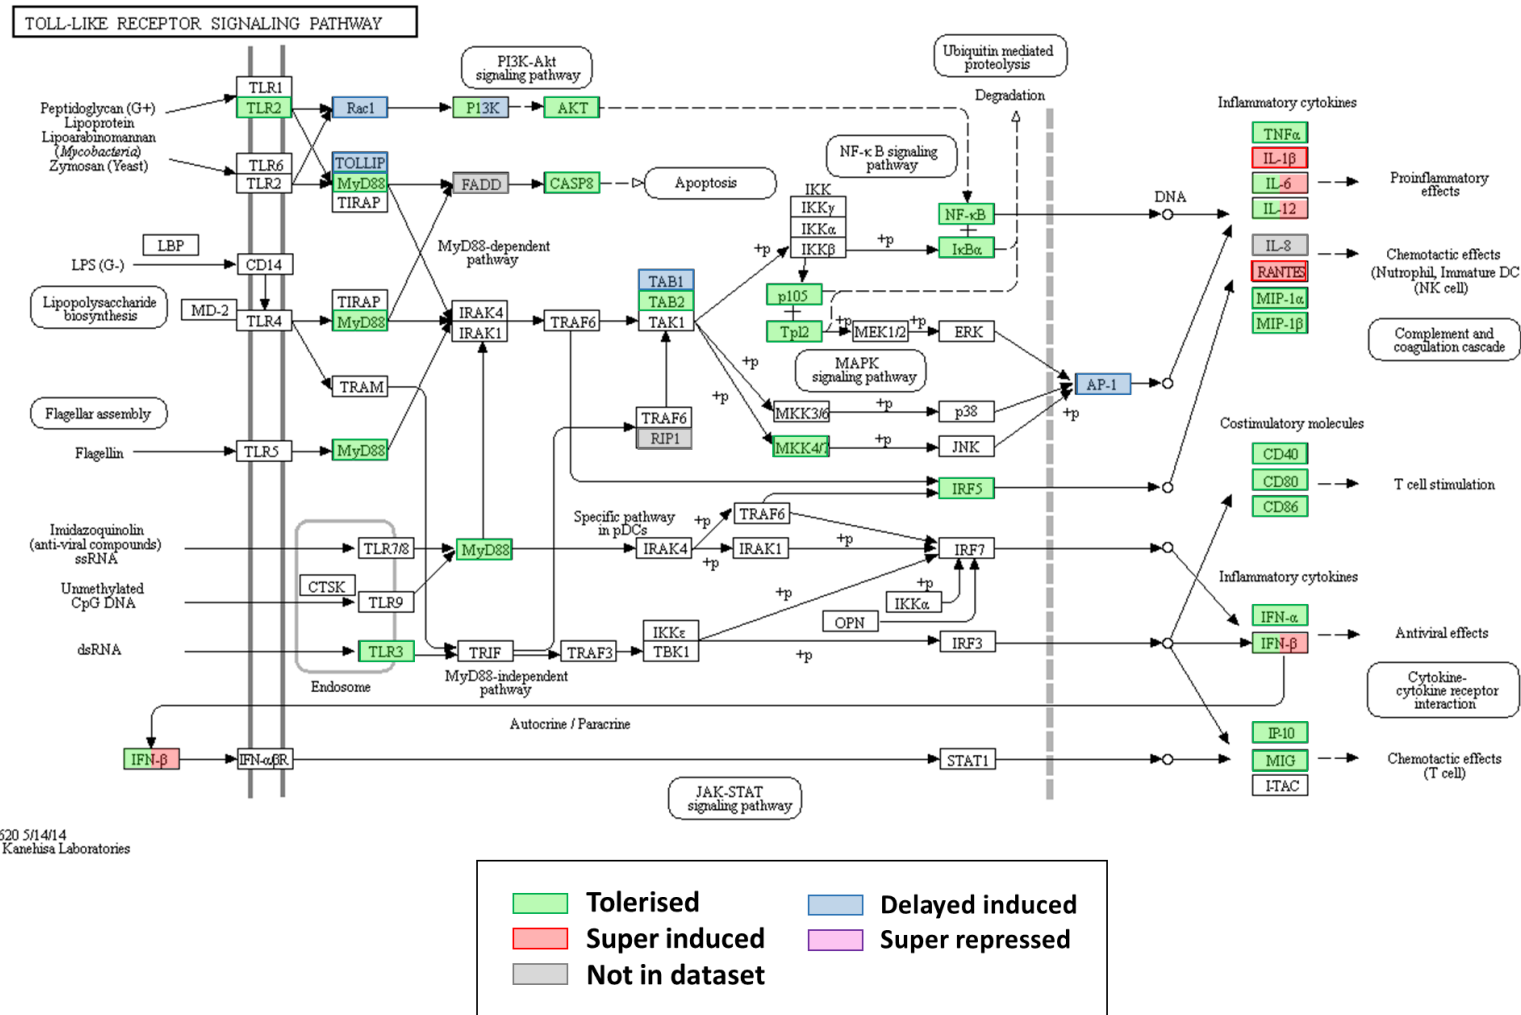

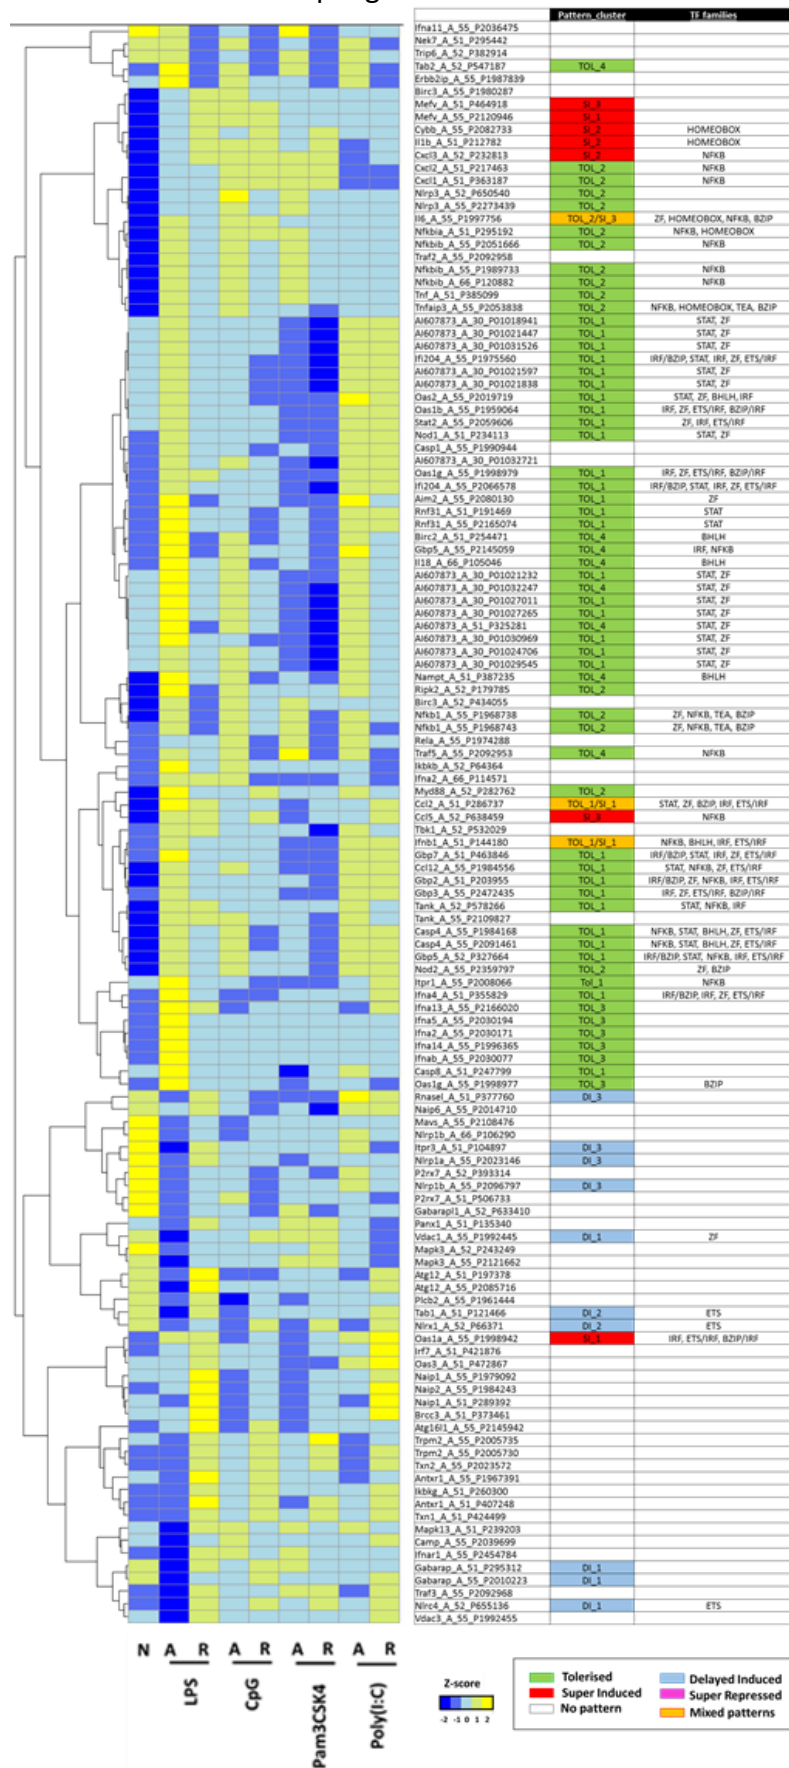

## S3A

**Supplementary figure 3. Hierarchical clustering of genes in the NLR pathway.** (A) (Left) Heatmap of probes measuring expression of NLR pathway (KEGG) [2] genes. Colour indicates row Z-score of mean log<sub>2</sub> expression. X axis: treatment (N: Naïve, A: acute, R: re-infection). Y-axis: Pearson correlation of Z-scores. Table columns (L-R): probe depicted in adjacent heatmap row, pattern/ cluster identifier (refer Figures 4, 6, S5, S6), transcription factor families (enriched in pattern cluster) found in the gene promoter. (B) (Below) KEGG [2] pathway map highlighting genes showing patterns of tolerance, super-induction, delayed induction, and super-repression.

S3B

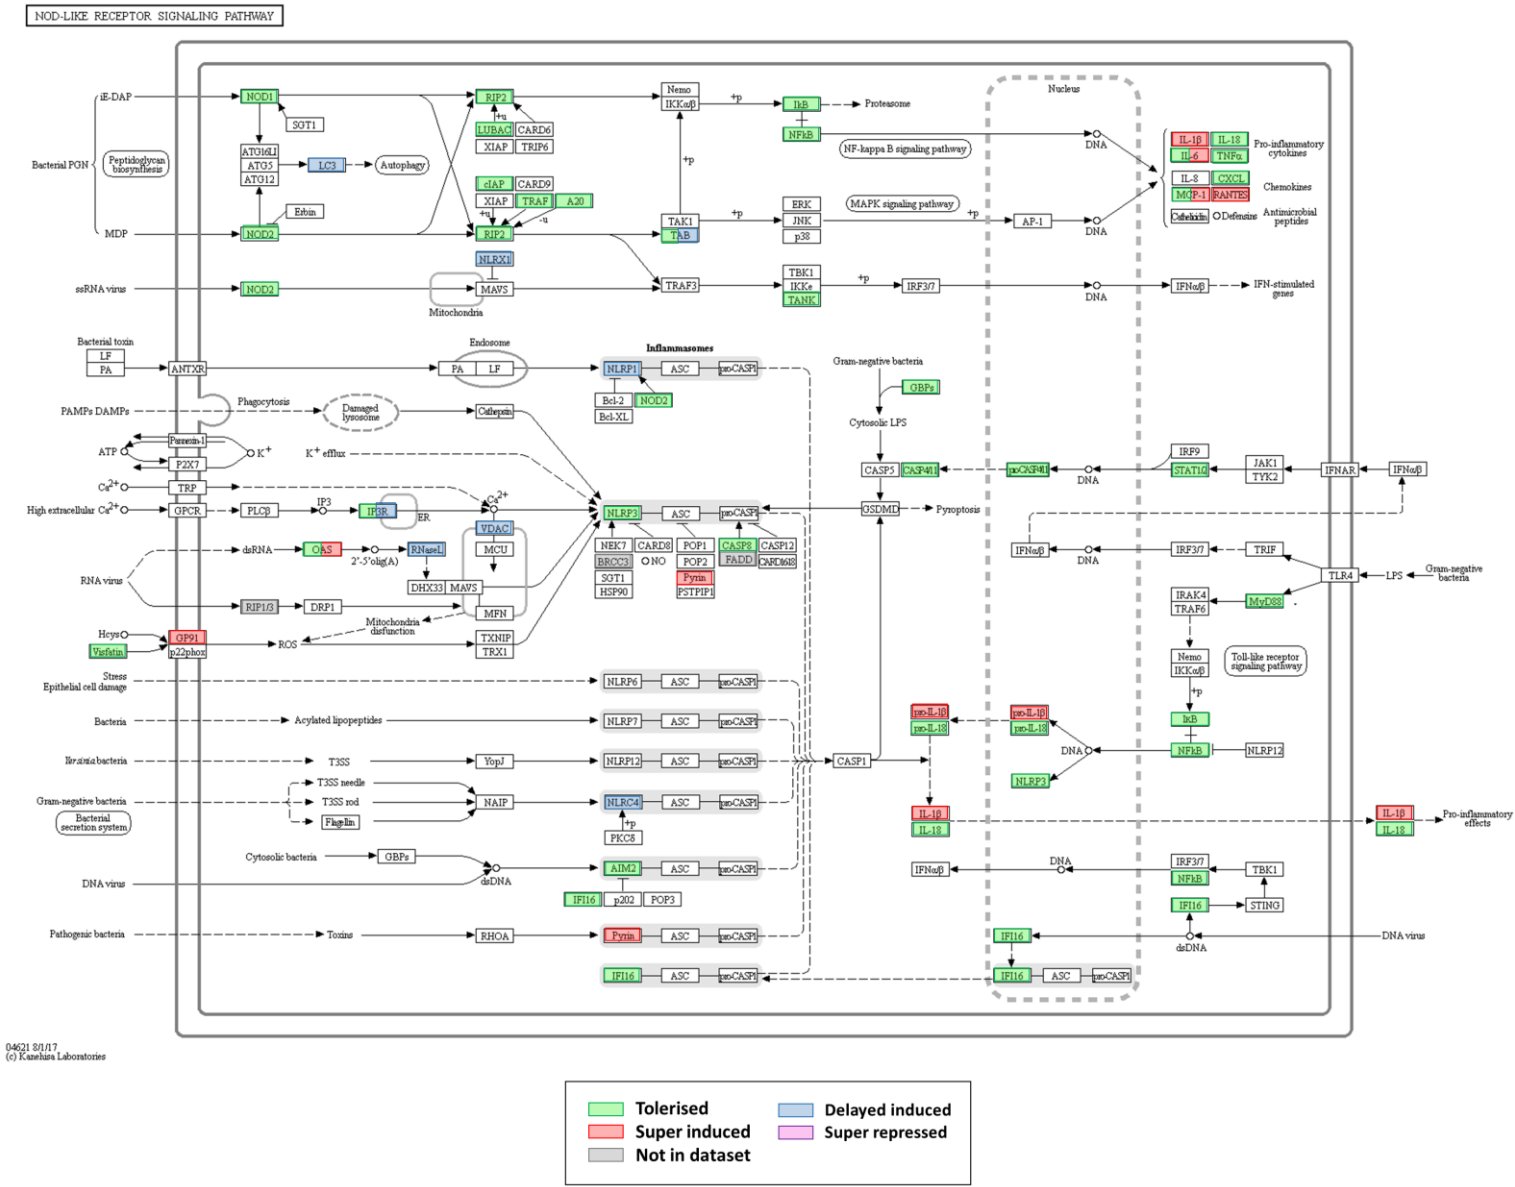

S4A

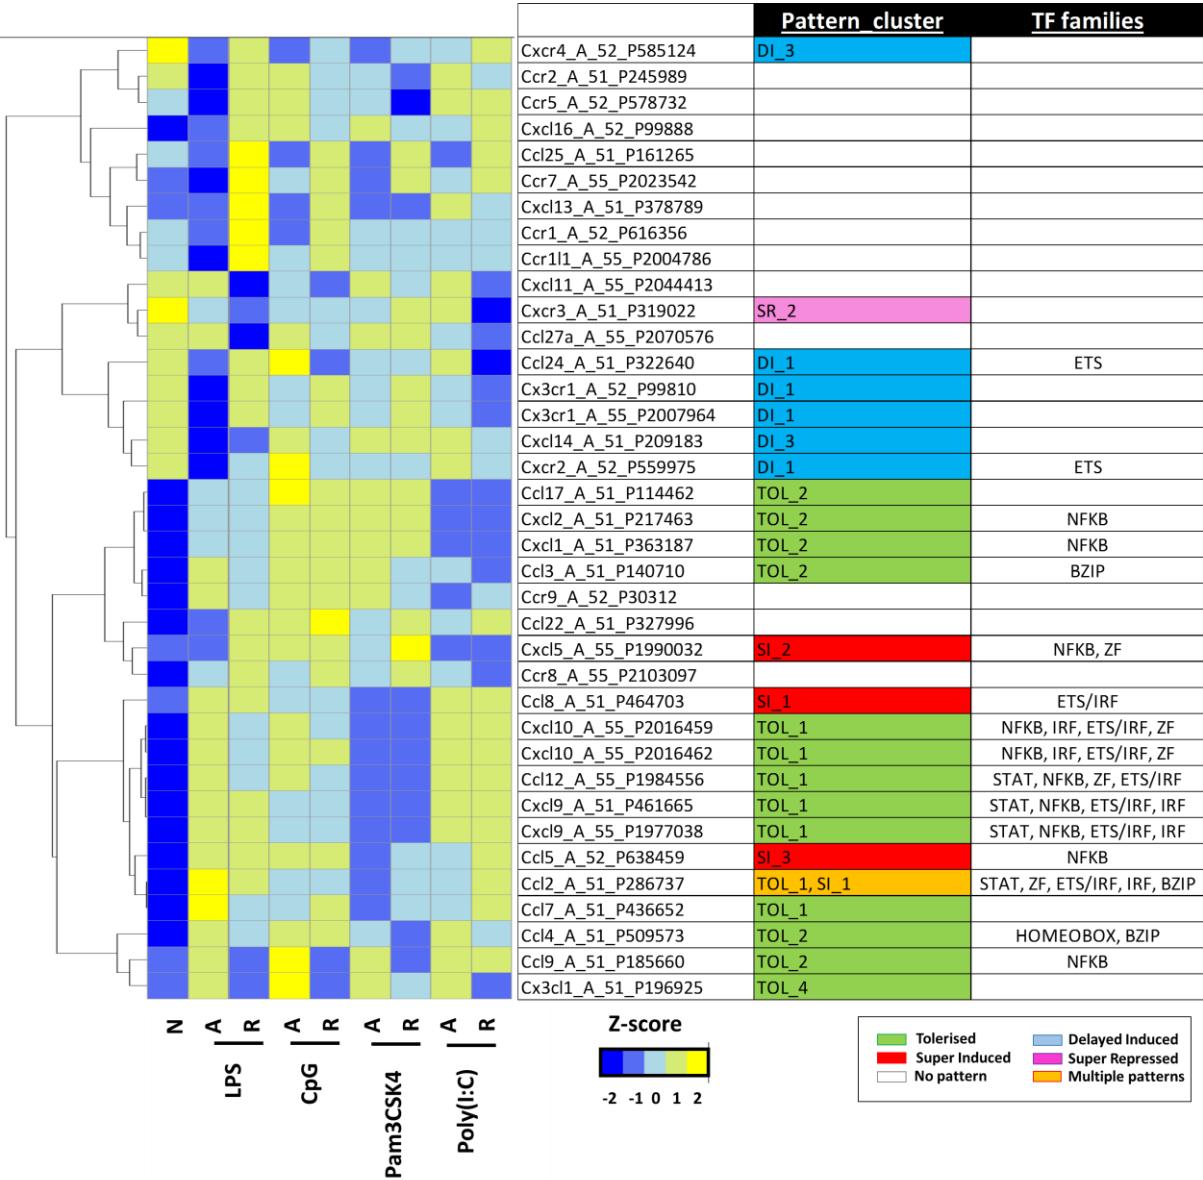

**Supplementary figure 4. Hierarchical clustering of genes in the Cytokine-Cytokine Receptor Interaction pathway.** (A) (Above) Heat map of probes measuring expression of Chemokines and Cytokines (B) (Below) within the Cytokine-Cytokine Receptor Interaction pathway (KEGG) [2]. Colour indicates row Z-score of mean log<sub>2</sub> expression. X axis: treatment (N: Naïve, A: acute, R: re-infection). Y-axis: Pearson correlation of z scores. Table columns (L-R): probe depicted in adjacent heatmap row, pattern/ cluster identifier (refer Figures 4, 6, S5, S6), transcription factor families (enriched in pattern cluster) found in the gene promoter. (C) (Below) KEGG [2] pathway map highlighting genes showing patterns of tolerance, super-induction, delayed induction, and super-repression.

Butcher *et al.* Toll-Like Receptors Drive Specific Patterns of Tolerance and Training on Restimulation of Macrophages

S4B

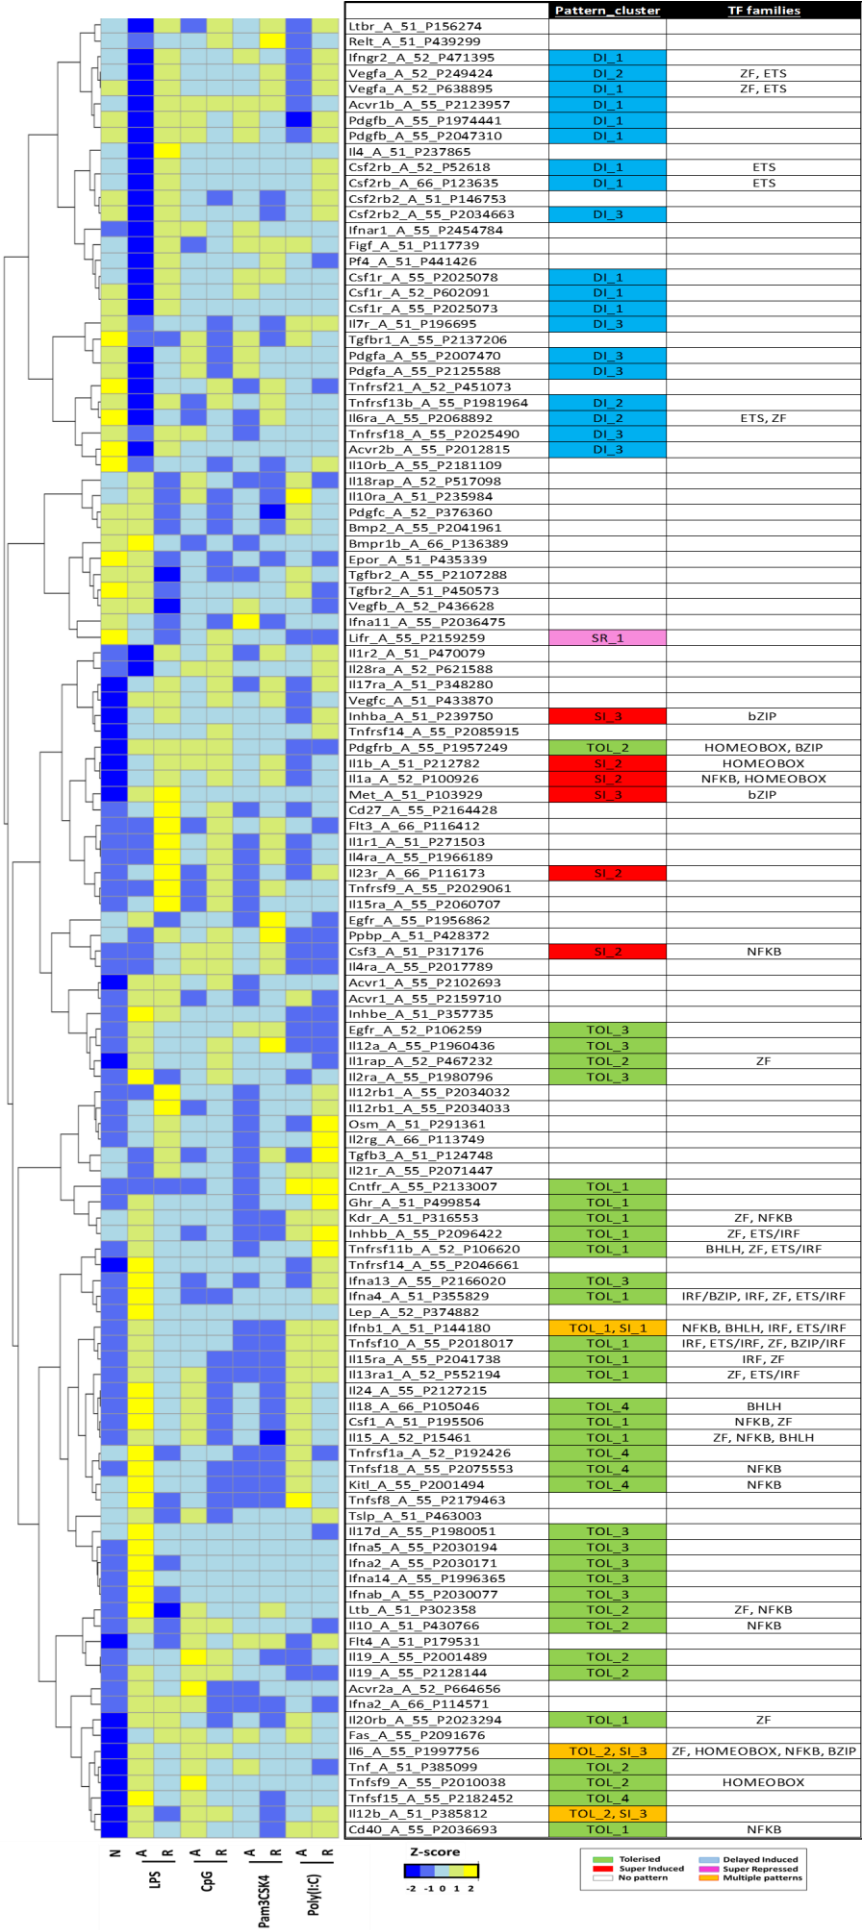

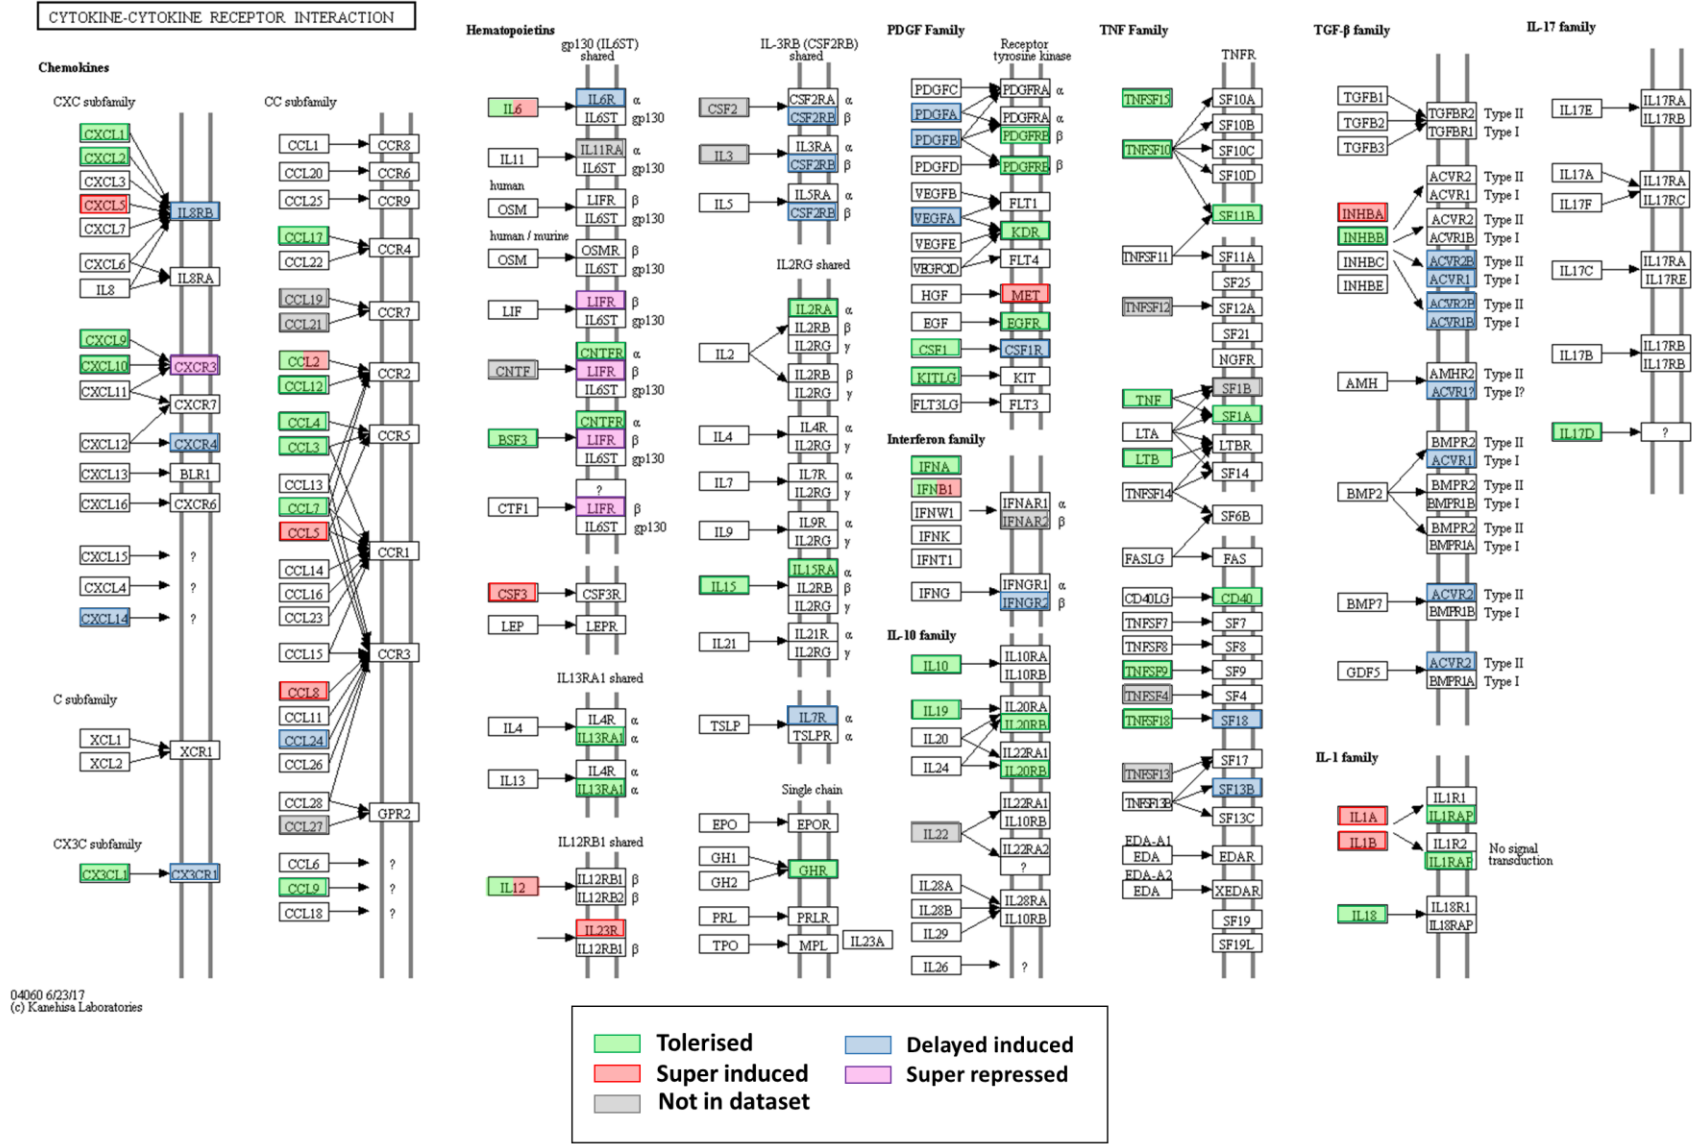

S5

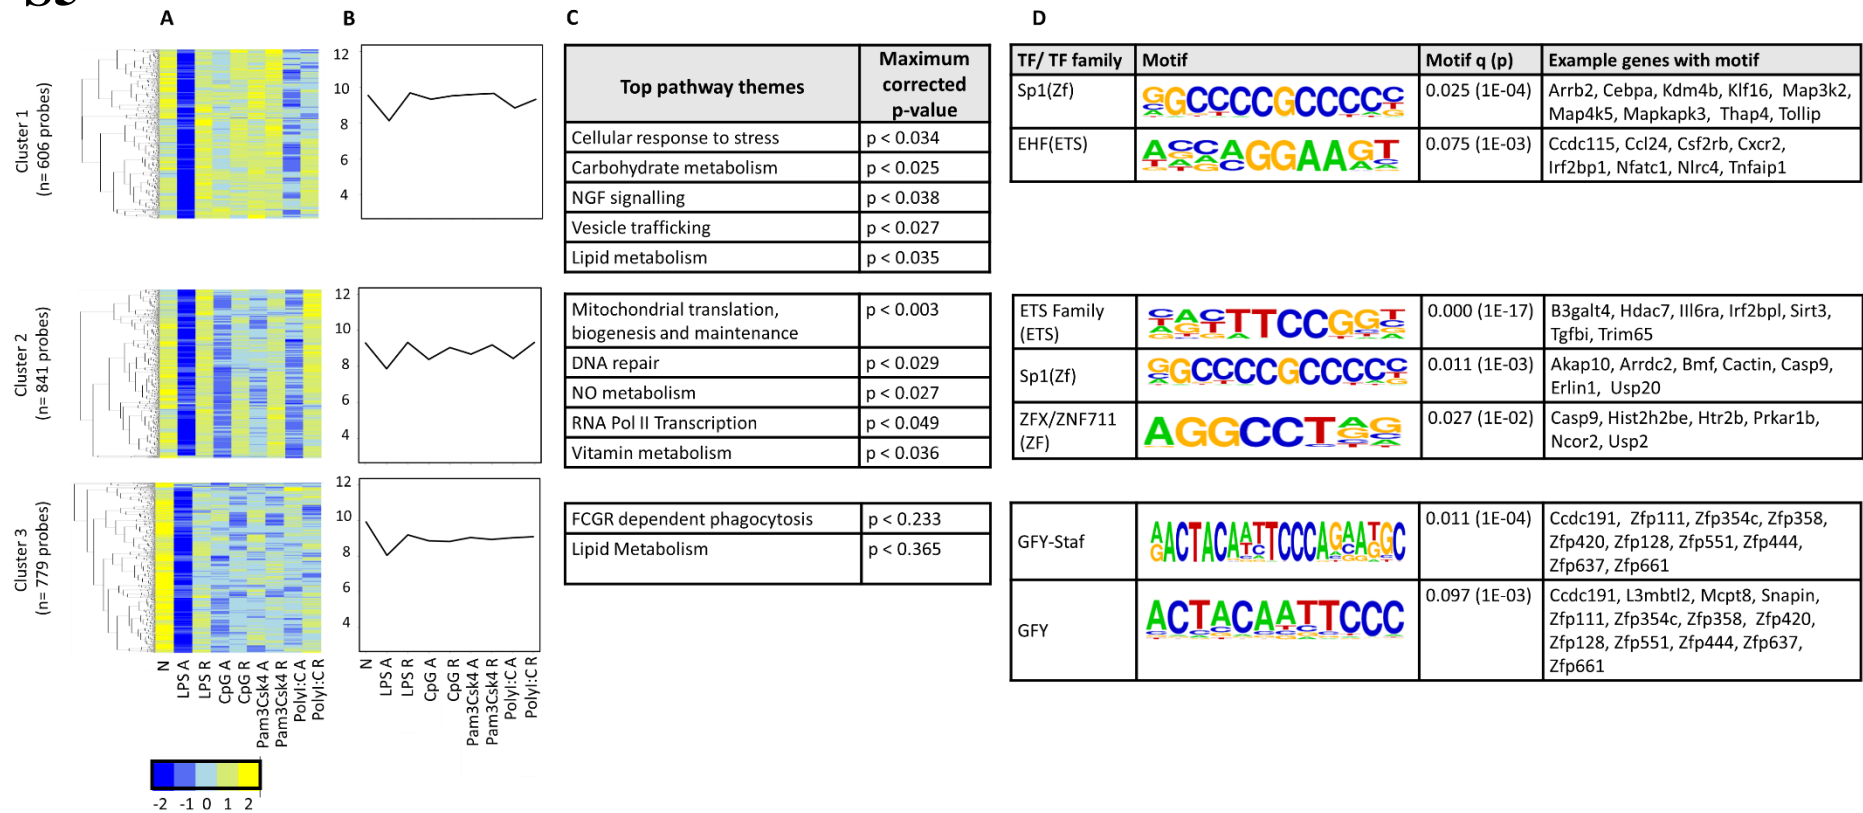

Figure S5. Probes that demonstrate transient repression.

Probes showing transient repression in at least one infection were clustered using PAM. (A) Heat maps for each cluster. Colour indicates row z-score of mean log<sub>2</sub> expression. X axis: treatment (N: Naïve, A: acute, R: re-infection). Y-axis: Pearson correlation of z scores. (B) Mean log<sub>2</sub> expression pattern for all probes in each cluster (y-axis) per condition (x-axis). (C) Significantly enriched pathways, grouped thematically. Maximum adjusted p-value for all pathways significantly enriched in that theme are shown. (D) Transcription factor binding motifs enriched in each cluster. Motif logos and adjusted p-values are representative for each transcription factor family. Full transcription factor enrichment results are available at [www.stemformatics.org](http://www.stemformatics.org) [1]

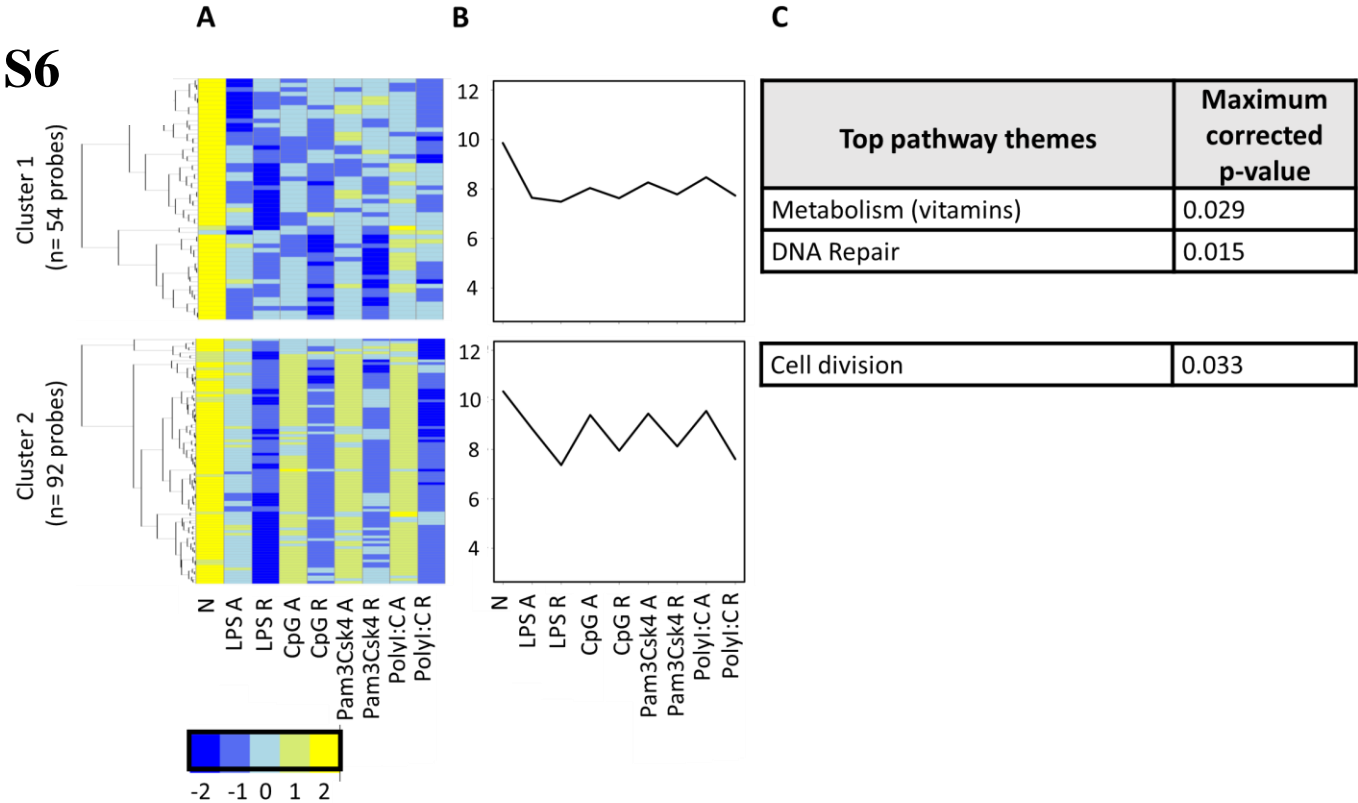

**S6: Probes that demonstrate consistent repression.**

Probes showing super-repression in at least one infection were clustered using PAM. **(A)** Heat maps for each cluster. Colour indicates row z-score of mean log<sub>2</sub> expression. X axis: treatment (N: Naïve, A: acute, R: re-infection). Y-axis: Pearson correlation of z scores. **(B)** Mean log<sub>2</sub> expression pattern for all probes in each cluster (y-axis) per condition (x-axis). **(C)** Significantly enriched pathways, grouped thematically. Maximum adjusted p-value for all pathways significantly enriched in that theme are shown.

| <b>LPS</b>                                                          | <b>CpG</b>                                                     | <b>Pam3CSK4</b>                                                                 | <b>Poly (I:C)</b>                                                              |
|---------------------------------------------------------------------|----------------------------------------------------------------|---------------------------------------------------------------------------------|--------------------------------------------------------------------------------|
| <b>Innate Immune Response</b><br>11% (87/771); $p = 7.95E-35$       | <b>Innate Immune Response</b><br>9% (71/771); $p = 8.36E-22$   | <b>Innate Immune Response</b><br>7% (55/771); $p = 7.03E-12$                    | <b>Innate Immune Response</b><br>11% (81/771); $p = 2.37E-30$                  |
| <b>Defence Response to Virus</b><br>19% (26/138); $p = 2.20E-14$    | <b>Cellular Response to LPS</b><br>22% (20/93); $p = 1.27E-11$ | <b>Cellular Response to LPS</b><br>16% (15/93); $p = 9.10E-07$                  | <b>Defence Response to Virus</b><br>22% (32/138); $p = 2.88E-21$               |
| <b>Cellular Response to IFN-beta</b><br>59% (13/22); $p = 5.99E-14$ | <b>Inflammatory Response</b><br>12% (29/249); $p = 1.38E-10$   | <b>Inflammatory Response</b><br>9% (23/249); $p = 2.45E-06$                     | <b>Cellular Response to IFN-beta</b><br>59% (13/22); $p = 4.55E-14$            |
| <b>Immune Response</b><br>12% (28/237); $p = 1.30E-10$              | <b>Immune Response</b><br>11% (27/237); $p = 1.29E-09$         | <b>Response to LPS</b><br>11% (18/162); $p = 5.67E-06$                          | <b>Response to Virus</b><br>23% (21/90); $p = 1.08E-13$                        |
| <b>Response to Virus</b><br>20% (18/90); $p = 2.55E-10$             | <b>Response to LPS</b><br>14% (22/162); $p = 3.66E-09$         | <b>Positive Regulation of NF-kappaB activity</b><br>14% (14/98); $p = 8.30E-06$ | <b>Negative Regulation of Viral Replication</b><br>46% (12/26); $p = 2.37E-11$ |

**Table S2:** Top 5 GO terms (biological process) enriched for each set of TLR-ligand activated genes. Enrichment for each term is shown by the proportion of the GO list overlapping the TLR-induced gene lists, the number of terms in the TLR gene list /the total number of terms in the GO category. Significance of enrichment indicated by an adjusted p-value. Full list available in Table S1.

## REFERENCES

1. Wells CA, Mosbergen R, Korn O, Choi J, Seidenman N, Matigian NA, et al. Stemformatics: visualisation and sharing of stem cell gene expression. *Stem Cell Res* (2013) 10(3):387–95. doi:10.1016/j.scr.2012.12.003
2. Kanehisa, Furumichi, M., Tanabe, M., Sato, Y., and Morishima, K.; KEGG: new perspectives on genomes, pathways, diseases and drugs. *Nucleic Acids Res* (2017) 45, D353-D361. doi: 10.1093/nar/gkw1092

How the deposited data were processed for this re-analysis (not part of the article)

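Each file of a single array holds the intensity of every spot and of its local background as read by the scanner software, and the authors deposited these intensities without normalization. The authors also deposited a table of log2 values for 25 arrays, made by RMA background correction and quantile normalization, with values between 0.943 and 18.8. The main values were made again from the intensities so that all 27 arrays and the alternatives could be treated alike. Of the spot signals tried, the median signal minus the median local background, followed by the RMA correction and quantile normalization, came closest to the authors' deposited log2 values (median absolute difference 0.0375, largest 0.366). The other signals differed by medians of 0.126 (mean), 0.111 (median without background) and 0.0666 (mean minus background). The RMA correction was written out with 16384 density points. Repeated spots of a probe (10 spots each for 432 probes) were averaged, and spots marked by the scanner software as non-uniform or as outliers among repeated spots were set aside.

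The 25 arrays used are those with deposited normalized values, in 9 groups. LPS re-stimulated and Pam3CSK4 acute have 2 arrays each and the other groups 3, and this number limits the precision. The sample labels and the column names of the deposited table map every column to a condition, with 0 columns left over. Gene names come from the array files. The table of transcripts at hand holds 0 Ensembl identifiers, so the filter on Ensembl genes that the paper used could not be repeated, and all non-control probes were kept, 36781 of them with a gene name. Of these, 26762 could be matched to a RefSeq transcript, and 2878 of those carry another symbol there, as E330016A19Rik does, which is Cgas in RefSeq. The acute LPS arrays were read with an earlier design file, in which 6517 probes have another name. Names of the later file are used throughout. Positions are those of the array files, in mm9.

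Tests used R 4.3.3 and limma 3.58.1. For each comparison of 2 groups a linear model was fitted to the probes well above background on at least 2 arrays of either group, with empirical Bayes moderation and Benjamini-Hochberg adjustment over the probes tested. Fitting each pair alone was inferred from the values in the paper's supplement, so counts resemble the paper's in part by construction. Every adjusted p in the text is from limma unless another test is named. A call needs an adjusted p under 0.05 and a change of at least 1.5-fold. Differences between 2 ligands in the change on re-stimulation were tested as contrasts in 1 limma fit of all 9 groups. Memory classes follow the paper's criteria, with its p < 0.05 for the acute step read as an adjusted p. The second step is a 1.5-fold difference of group means without a test. Clusters used the cluster package 2.1.8.1. Tables were read with data.table 1.17.8. Gene lists (type I interferon, MAPK, cell cycle, respiratory chain and the olfactory receptor family) were tested with camera and fry of limma. Beside a result, the range over the alternatives covers the other processing settings and each array left out.

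The main settings, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. The main signal was chosen by a rule fixed with them, closeness to the authors' deposited values. Named genes are those the paper's results and discussion name for these arrays, and for each ligand the 3 genes with the largest rise on acute stimulation and the 3 with the largest fall on re-stimulation, which makes 49. The largest changes were taken among probes past an adjusted p of 0.05 whose groups do not overlap and that are well above background on at least 2 arrays of the higher group. With several probes for a gene, the probe in the paper's figures or supplement was taken, and otherwise the one with the highest mean. Over all tested probes 34 of 45 tested named genes were called for acute LPS, 20 of 44 for CpG, 0 of 40 for Pam3CSK4 and 26 of 42 for Poly(I:C). Adjusted over the list alone these were 37, 27, 13 and 32. On re-stimulation 33 of 46, 6 of 46, 0 of 45 and 10 of 43 were called, and adjusted over the list alone 33, 15, 10 and 19. The paper picked most of these genes on the same samples, so the counts over the list alone are not independent evidence.

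Replicate numbers come from the sample labels, and for all groups but acute LPS each number is also 1 slide. The paper describes each replicate at one place as coming from a different mouse and at another as an independent pool of bone marrow from several mice. Whether the numbers pair the cultures was checked by correlating, across 25359 probes, the deviations of same-numbered arrays from their group means. The correlations were 0.31 to 0.40 between naïve and acute CpG, 0.50 to 0.55 for Pam3CSK4 and 0.43 to 0.52 for Poly(I:C), and 0.27 to 0.50 between acute and re-stimulated cells of these ligands. For naïve and acute LPS they were 0.02 to 0.03, and for acute and re-stimulated LPS 0.11 to 0.16. The main fits are unpaired, and a fit with the replicate number as a block was run as an alternative.

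In a self-test, 200 probes of known change were planted in noise with the sample sizes and variances of each comparison. The share recovered was 51.5% for naïve against acute LPS, 49% for CpG, 36% for Pam3CSK4 (27841 probes) and 49.5% for Poly(I:C), and on re-stimulation 50.5%, 56.5%, 44% and 51.5%, with 1 to 8 false calls in each. The contrast between CpG and Poly(I:C) recovered 58.5% (8 false calls, 30814 probes). Calls were therefore made at the sample size of Pam3CSK4 as well.

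The paper's supplement of naïve against acute LPS was read for the first 1535 of 23969 rows only, so no overlap with it was tested. The lists of enriched motifs and protein interactions, the qPCR and the group of 55 genes in Figure 3 were not analysed here.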

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

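Of the tests in this part, those on olfactory receptor probes among the differences between ligands, on probes never above background, on the raised signal of single arrays, and on LPS-tolerized genes induced by other ligands were chosen only after the result was seen. The limits by which some of the planned tests are read were revised after their values were seen.

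The change on re-stimulation (re-stimulated against acute) was compared between every pair of ligands as a contrast in 1 limma fit of 25 arrays, and it differed between ligands for part of the 30814 probes tested. LPS and CpG differed at 1969 probes (7175 at an unadjusted p under 0.05; 2784 with the replicate block), LPS and Pam3CSK4 at 2239 (7159; 3414) and LPS and Poly(I:C) at 1128 (6034; 1944). CpG and Pam3CSK4 differed at 1 probe (346; 1 with the block), CpG and Poly(I:C) at 11 (3211; 35) and Pam3CSK4 and Poly(I:C) at 30 (3423; 77). Without LPS acute 1 the LPS pairs gave 1030, 1329 and 500, and without CpG acute 3 LPS and CpG gave 3784. The last 2 pairs gave 725 and 821 without Poly(I:C) re-stimulated 3, but 0 and 4 without Poly(I:C) re-stimulated 1. The 1 probe of CpG and Pam3CSK4, A_30_P01020459 on an unannotated transcript (difference 4.53 log2 units, adjusted p = 0.0308), is named here after its value was seen, and several single arrays left out gave 0 (298 to 702 at an unadjusted p under 0.05). Of the 49 named genes, 7, 10, 7, 0, 0 and 1 had an adjusted p under 0.05 in this order of pairs, and adjusted over the list alone 12, 17, 8, 0, 4 and 3.

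Between LPS and CpG the change on re-stimulation was lower for LPS in Ifnb1 by −4.38 log2 units (adjusted p = 0.0442, range over the alternatives 0.00238 to 0.163, the highest without LPS re-stimulated 1, and past 0.05 without 8 of 11 arrays). It was lower in Cd69 by −5.18 (0.0226, 0.00352 to 0.133, without LPS re-stimulated 2 0.104, 4 of 11 arrays), Il6 by −5.45 (0.0168, 0.00339 to 0.120, without LPS re-stimulated 2 0.0819, 3 of 11) and Ifih1 by −2.74 (0.0320, 0.000245 to 0.189, without LPS re-stimulated 2 0.117, 8 of 11). LOC545005 (−7.81, 0.00137, 5.23e-05 to 0.0121) and Il12a (−3.84, 0.000252, 1.72e-05 to 0.00552) were past the threshold whichever array was left out. Raver2 (−13.38, 0.0441, 0.00976 to 0.171, the highest without LPS re-stimulated 2, 10 of 11) was above background on 1 of 3 acute CpG arrays and 1 of 2 re-stimulated LPS arrays.

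Between LPS and Pam3CSK4 the change was lower for LPS in Cd69 (−5.85, adjusted p = 0.0154, range over the alternatives 0.00303 to 0.0687, the highest without LPS re-stimulated 2, lost without 2 of 10 arrays), Socs1 (−4.06, 0.0264, 0.0178 to 0.111, the highest without Pam3CSK4 acute 3, 4 of 10), Ccl2 (−2.88, 0.0495, 0.0358 to 0.193, without Pam3CSK4 acute 3 0.169, 10 of 10) and Dhx58 (−1.75, 0.0341, 0.0230 to 0.379, without LPS re-stimulated 2 0.151, 9 of 10). The same held for Ifih1 (−3.24, 0.0177, 0.0108 to 0.122, without LPS re-stimulated 2 0.0681, 3 of 10), Nlrc5 (−1.80, 0.0467, 0.0311 to 0.312, without Pam3CSK4 acute 3 0.189, 9 of 10) and Usp18 (−2.21, 0.0346, 0.0236 to 0.237, without LPS re-stimulated 1 0.118, 10 of 10). LOC545005 (−7.03, 0.00277, 0.000279 to 0.0184), Il12a (−4.64, 6.07e-05, 4.40e-05 to 0.00136) and Il6 (−6.44, 0.00844, 0.00429 to 0.0439) passed the threshold in every alternative.

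Between LPS and Poly(I:C) it was lower for LPS in Ifnb1 (−5.27, adjusted p = 0.0282, range over the alternatives 0.0115 to 0.122, the highest without LPS re-stimulated 1, lost without 7 of 11 arrays), Ptgs2 (−4.21, 0.0215, 0.00804 to 0.0876, the highest without LPS re-stimulated 1, 3 of 11), Il12b (−6.64, 0.0118, 0.00577 to 0.252, without LPS re-stimulated 2 0.0606, 2 of 11) and Adamts4 (−5.41, 0.0467, 0.0226 to 0.225, without LPS re-stimulated 2 0.177, 10 of 11). LOC545005 (−6.80, 0.00405, 0.000332 to 0.0306) passed in every alternative, Il12a (−2.01, 0.0181, 0.0133 to 0.146) was lost without 2 of 11 arrays (0.0964 without LPS re-stimulated 1), and Papolb was higher for LPS (2.61, 0.0175, 0.00657 to 0.108, the highest without LPS re-stimulated 2, 1 of 11). Pam3CSK4 and Poly(I:C) differed in Il12a (2.62, 0.0227, 0.00353 to 0.197, without Pam3CSK4 acute 3 0.104, 7 of 11). The values of LOC545005, Il12a, Papolb, Adamts4 and Raver2 are fitted values that rest in part on groups below background, not folds.

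Every difference that involves LPS rests on the acute LPS arrays. These were on slides 4 to 6, read on other scan days and with an earlier design file, while the other 24 arrays shared slides 1 to 3. A shift of the acute LPS arrays alone would enter the acute and the re-stimulation comparison with opposite signs. Against parts of such a shift argue 2 tests. Centring each array within bins of probe GC content gave 7708 calls for acute LPS (main 8015), 1529 for CpG and 1570 for Poly(I:C), so a trend with GC content is not the whole cause, and on 0 of 8 spike-in controls did all 3 acute LPS arrays lie outside the range of the 22 other arrays (3 controls had 1 such array). The slope with GC content itself was 0.067 for acute LPS in 10327 probes never above background, outside the −0.0013 to 0.036 of the other groups, and −0.040 in 23821 probes above background on at most 2 arrays, inside their −0.11 to −0.033.

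Other tests go with a shift or decide nothing. Olfactory receptor probes were called more often for acute LPS, 22.7% (37 of 163, 31 of them higher), than for CpG (2.48%) and Poly(I:C) (4.07%; Fisher's exact test, p = 1.68e-09), which is consistent with a batch effect on weak probes. All tested probes were called in 26.8%, 5.81% and 6.04%, so these probes followed the number of calls. Of the probes never above background, 10.3% had an unadjusted p under 0.05 for acute LPS, between 13.4% for CpG and 5.73% for Poly(I:C). Among the differences between ligands, olfactory receptor probes passed in 2.84% (5 of 176) for LPS and CpG against 6.39% of all probes (one-sided Fisher's exact test, p = 0.0282), 4.55% against 7.27% for LPS and Pam3CSK4 (p = 0.100) and 2.84% against 3.66% for LPS and Poly(I:C) (p = 0.373). Against naïve arrays on shared slides, with 2 re-stimulated arrays per ligand, LPS re-stimulation changed 1629 probes, CpG 1155, Pam3CSK4 523 and Poly(I:C) 3094.

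Of the 2422 genes tolerized by LPS, 34.8% (843) were called as induced by CpG or Poly(I:C), whose arrays share slides with the naïve arrays, and 26.9% of the delayed genes were called lower there. A shift of the LPS arrays would not bring those CpG and Poly(I:C) calls. For the other genes, batch and response to LPS cannot be told apart, because all 3 acute LPS arrays and no other are in that batch. A difference between the ligands, which the design names, stays open for all of them.

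Differences among CpG, Pam3CSK4 and Poly(I:C) rest on shared slides, so that batch does not enter. For CpG and Poly(I:C), 9 of 100 groupings of the 12 arrays into 4 groups of 3, the real one included, gave at least 11 probes (median of the others 0, highest 4297). Such groupings mix stages and ligands and part the shared slides, so some can follow a real difference, and the count does not exclude chance. With the slide as a random block they differed at 62 probes. Pairs with 2 arrays in a group were not regrouped.

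The 2 arrays without deposited normalized values, which the authors dropped for low quality, carry signal on more probes than any other array. LPS re-stimulated 3 was well above background on 92.3% of the probes and Pam3CSK4 acute 2 on 99.9%, while the naïve arrays had 45.8% to 74.6%. Olfactory receptor probes were above background on 85.5% and 100% of cases on these arrays, against 5.73% to 55.7% on the naïve arrays. A signal raised over the whole array may account for this. It is left open because the olfactory share follows from the share of all probes and so decides little by itself. On Pam3CSK4 acute 2, 22.6% of the spots were marked as non-uniform, against at most 0.357% on the other arrays, and its slope over the spike-in controls was 0.888 against 0.925 to 1.02. No biological explanation was tested, since both arrays share their condition with arrays that show none of this. Their use lowers the LPS re-stimulation calls from 9756 to 1890.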

How the results depend on the processing

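The restriction to probes with an Ensembl transcript and the centring by probe GC content were chosen after seeing the data, and the differences between ligands of single genes were recomputed under every setting after their values were seen. The other settings are those fixed in advance. The alternative of all non-control probes is identical to the main setting and was not run. Counts of probes are from limma, and a count within 1.5 times the main one is taken as unchanged in size, which does not say that it holds the same probes.

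Processing settings left 291 values of the main results near their main value and moved 118. The added settings moved 7 and left 53. For the named genes and their differences between ligands, 1759 values kept direction and side of the threshold, 60 passed the threshold only under the alternative, 79 lost it and 21 changed direction. Under the added settings these numbers were 308, 0, 1 and 1, the lost one being the difference in Ccl2 between LPS and Pam3CSK4. No named gene, and no difference between ligands in a named gene, with a main adjusted p under 0.05 changed direction under any setting. Among the gene lists that camera called, the median changed sign for part of them with the processed signal, median scaling, all 27 arrays or no detection filter. The authors' deposited values (to which the main signal was matched, so that they resemble the main values by construction), the filter on every array of a group, the spots marked by the scanner software kept, a 2-fold threshold and a correlation distance for the clusters moved no main result. Of the 8015, 9756, 1624, 929, 1716 and 1363 probes called in the main setting for acute and re-stimulated LPS, CpG and Poly(I:C), the authors' deposited values shared 7894, 9703, 1594, 907, 1694 and 1330.

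With the processed signal scaled to the 75th percentile, acute CpG gave 2471 called probes (main 1624), super-repressed genes were 330 (main 181), and 45.6% of the top 500 genes were in the set of 1 ligand only (main 49.6%). Acute CpG calls were higher in 43.1% (1065 and 1406), against 53.8% in the main setting. CpG and Pam3CSK4 differed at 0 probes (281 at an unadjusted p under 0.05; main 1), and camera called a lower respiratory chain list for 0 acute ligands (main 4) and a higher one for acute CpG (median 0.12, adjusted p = 0.00877; main −0.30). The median change of all probes was −0.11 for acute CpG (main −0.073) and −0.10 for acute Poly(I:C) (main −0.099). The normexp background gave 2633 probes for acute CpG, 46.4% of top genes in 1 set, and differences between ligands of 1697 (LPS and Poly(I:C), main 1128), 2 (CpG and Pam3CSK4), 25 (CpG and Poly(I:C), main 11) and 82 (Pam3CSK4 and Poly(I:C), main 30). For these settings the cause was not tested.

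Median scaling leaves the array distributions unequal. With it the median change of all probes was 0.21 for acute LPS, 0.43 for CpG, 0.11 for Pam3CSK4 and 0.28 for Poly(I:C) (main −0.014, −0.073, 0.0014 and −0.099), and 0.16, 0.36, 0.38 and 0.24 on re-stimulation (main −0.019, 0.057, 0.015 and −0.0045). Acute LPS then gave 3348 probes (main 8015; 2805 shared with it), CpG re-stimulation 1509 (main 929), and Pam3CSK4 227 and 178 (main 0 and 0). Genes were 360 super-induced (main 230), 807 delayed (main 2435) and 47 super-repressed. LPS shared 61.9% of the genes tolerized by another ligand (main 74.8%). The top 500 sets shared 109 genes among all ligands (main 51) and 108 between LPS and Poly(I:C) only (main 195), and 45.9% were in 1 set. The smallest cluster held 150 probes (main 633). Differences between LPS and CpG, Pam3CSK4 and Poly(I:C) fell to 88, 93 and 92 probes, and those between CpG and Pam3CSK4, CpG and Poly(I:C), and Pam3CSK4 and Poly(I:C) to 0, 0 and 1 (246, 1597 and 1530 at an unadjusted p under 0.05). A lower respiratory chain list was called for 0 acute ligands, with medians of 0.15 to 0.61 that are above the median of all probes for CpG, Pam3CSK4 and Poly(I:C) and below it for LPS. Calls were mostly higher: 67.7% for acute LPS (2268 and 1080; main 49.9%), 92.2% for CpG (1017 and 86), 87.2% for Pam3CSK4 (198 and 29) and 91.7% for Poly(I:C) (1319 and 119; main 63.5%). On re-stimulation they were higher in 68.4% for CpG (1032 and 477; main 51.5%), 70.2% for Pam3CSK4 and 65.8% for Poly(I:C) (1022 and 531; main 47.0%).

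With all 27 arrays, the LPS re-stimulation calls fell to 1890 (1881 shared with the 9756). Super-repressed genes were 288, the share tolerized by LPS too was 79.5%, and 58.8% of top genes were in 1 set. Differences between ligands, in the order of pairs used above, were 69, 531, 62, 0, 0 and 0 (361, 1004 and 2276 at an unadjusted p under 0.05 for the last pairs). The 2 added arrays are the ones with raised signal described above, so the added arrays brought this change by the setting's own construction.

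Without the detection filter, acute CpG gave 448 probes, CpG re-stimulation 162, acute Poly(I:C) 744 and Poly(I:C) re-stimulation 256. Super-repressed genes were 84 and the share tolerized by LPS too was 78.6%. The LPS pairs differed at 852, 980 and 398 probes, CpG and Poly(I:C) at 2 and Pam3CSK4 and Poly(I:C) at 6. This setting tests more probes, most of them near background, which enters the adjustment.

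One fit over all 9 groups gave 4629 and 1874 probes for CpG, 1668 and 866 for Pam3CSK4, and 4171 and 3710 for Poly(I:C). Genes were 359 super-induced and 335 super-repressed, and 61.8% were tolerized by LPS too. This fit has more residual degrees of freedom. With the slide as a random block in that fit (consensus correlation 0.222) the counts were 5893 and 3291, 2681 and 1901, and 5337 and 5170, with 437 super-induced and 426 super-repressed genes, 59.7% tolerized by LPS too and 124 top genes of LPS and Poly(I:C) only. Differences were 1758 (LPS and Poly(I:C)), 2 (CpG and Pam3CSK4), 62 (CpG and Poly(I:C)) and 160 (Pam3CSK4 and Poly(I:C)). An intensity trend gave 2457 and 1464 probes for CpG, 70.1% tolerized by LPS too and 44.2% of top genes in 1 set. The cause was not tested for the trend.

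The replicate number as a block (replicate block) gave 633 probes for acute CpG. The top 500 sets shared 30 genes among all ligands and 60.8% were in 1 set. Differences were 3414 (LPS and Pam3CSK4, main 2239), 1944 (LPS and Poly(I:C)), 35 (CpG and Poly(I:C)) and 77 (Pam3CSK4 and Poly(I:C)). For CpG, calls were lost for acute Tnf (adjusted p 0.0533), Isg15 (0.0727) and Ifnb1 (0.0555), and re-stimulation of Tnf passed (0.0257). With Poly(I:C), acute Papolb (0.0644) and Tbx21 (0.0583) and re-stimulated Papolb (0.0542) were lost and acute Il10 passed (0.0170). Acute Il10 with LPS (0.0530) and the difference in Adamts4 between LPS and Poly(I:C) (0.0501) were lost, and the difference in Il6 between them passed (0.0429). Of the 28 list tests called by camera, 27 were also called with the block. Pairing changed no other call of the gene values reported, and its effect on the classes of CpG and Poly(I:C) is given with them. The numbers do not pair the acute LPS arrays, so the LPS values with the block are no paired analysis.

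Thresholds act by construction. At an unadjusted p under 0.05 with 1.5-fold there were 5727 and 4691 probes for CpG, 3342 and 3401 for Pam3CSK4 and 5509 and 6138 for Poly(I:C), with 553 super-induced and 532 super-repressed genes and 61.7% tolerized by LPS too. A 1.5-fold change alone gave 15328 for acute LPS, 9665 and 6990 for CpG, 8002 and 6796 for Pam3CSK4 and 9260 and 9291 for Poly(I:C), with 5204 tolerized (main 2619), 1088 super-induced, 4602 delayed and 1225 super-repressed genes and 51.9% tolerized by LPS too. A test on re-stimulation as well left 118 super-induced and 85 super-repressed genes and 85.9%. With the top 500 induced genes as the first step, 812 genes were tolerized, 129 super-induced and 42.1% tolerized by LPS too. Ranking by fold change gave 110 genes shared among all ligands and 114 of LPS and Poly(I:C) only, and ranking by p in either direction put 57.5% in 1 set.

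The fry test, which takes correlation between genes from few arrays, called a lower cell cycle list for 0 acute ligands (camera 3; unadjusted p 0.117 to 0.391, medians −0.86 to −0.35) and a lower respiratory chain list for 1 (camera 4). A higher respiratory chain list on re-stimulation was called for 1 (camera 3). The cause was not tested. Probes with an Ensembl transcript only gave 1628 tolerized genes, 44.4% of top genes in 1 set, clusters of 520 (largest; main 890) and 413 (smallest) probes, and differences of 0 for CpG and Pam3CSK4 (155 at an unadjusted p under 0.05) and 6 for CpG and Poly(I:C). Fewer probes enter that setting. Centring by GC content gave 7 for CpG and Poly(I:C).

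Leaving out 1 array in turn moved 118 values of the main results and left 316. An arm left with 1 array is assumed to vary like the other groups. Calls ranged from 4091 (without LPS acute 2) to 10983 (without naïve 3) for acute LPS, 3934 (without LPS re-stimulated 2) to 11005 (without LPS acute 3) on LPS re-stimulation, 117 (without CpG acute 2) to 2903 (without naïve 3) for acute CpG and 42 (without CpG acute 2) to 2068 (without CpG acute 3) on CpG re-stimulation. For acute Pam3CSK4 the range was 0 to 586 (without naïve 3), with 1368 to 3122 at an unadjusted p under 0.05 where it was 0, and on re-stimulation 0 to 0 (2106 to 4181). Acute Poly(I:C) gave 186 (without Poly(I:C) acute 2) to 2849 (without naïve 3). Poly(I:C) re-stimulation gave 0 without acute 1, acute 2, re-stimulated 1 or re-stimulated 2 (4709 to 5244 at an unadjusted p under 0.05) and up to 3230 (without re-stimulated 3). Which property of an array brings its effect was not tested.

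In the same way, tolerized genes ranged from 1729 (without LPS acute 2) to 3128 (without naïve 3), super-induced from 140 (without naïve 2) to 372 (without naïve 3), delayed from 1448 (without naïve 2) to 3299 (without naïve 3) and super-repressed from 53 (without naïve 2) to 471 (without naïve 3). The share tolerized by LPS too was 65.6% (without Poly(I:C) acute 3) to 91.8% (without naïve 2). The top 500 sets shared 37 (without Pam3CSK4 acute 1) to 76 genes (without naïve 3) among all ligands and 165 (without naïve 3) to 198 (without naïve 2) between LPS and Poly(I:C) only, and 49.1% (without naïve 3) to 56.8% (without Pam3CSK4 acute 1) were in 1 set. The largest cluster held 629 (without naïve 2) to 1212 probes (without naïve 3) and the smallest 234 (without Poly(I:C) acute 3) to 696 (without naïve 3). Differences ranged from 263 (without LPS re-stimulated 2) to 3784 (without CpG acute 3) for LPS and CpG, 467 (without LPS re-stimulated 2) to 2348 (without Pam3CSK4 re-stimulated 3) for LPS and Pam3CSK4, 110 (without LPS re-stimulated 2) to 1273 (without Poly(I:C) re-stimulated 3) for LPS and Poly(I:C), 0 (298 to 702 at an unadjusted p under 0.05) to 6 (without Pam3CSK4 acute 1) for CpG and Pam3CSK4, 0 (without CpG acute 1; 2425 at an unadjusted p under 0.05) to 725 (without Poly(I:C) re-stimulated 3) for CpG and Poly(I:C), and 4 (without Pam3CSK4 re-stimulated 1) to 821 (without Poly(I:C) re-stimulated 3) for Pam3CSK4 and Poly(I:C). Lists by camera gave 3 ligands throughout for a higher acute interferon list, 2 for MAPK and 4 for a lower cell cycle list on re-stimulation. The acute cell cycle list was lower for 2 (without naïve 2) to 4 ligands (without naïve 3), and the acute respiratory chain list for 2 (without naïve 3) to 4. On re-stimulation that list was higher for 2 (without Pam3CSK4 acute 1) to 4 (without Poly(I:C) acute 3).

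Among the named genes, changes of direction occurred only in those without a call, whose lowest main adjusted p was 0.229 (Nfkb1, Pam3CSK4 re-stimulation). Beside the settings that changed the direction, the range with 1 array left out is given.

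On LPS re-stimulation they were Relb (main 0.015; all 27 arrays −0.059, replicate block −0.0047, random block −0.0015, another probe −0.11; −0.056 without re-stimulated 1 to 0.086 without re-stimulated 2, and −0.0047 without acute 3), Rela (main −0.088; median scaling 0.18; −0.19 to 0.012, the latter without re-stimulated 1), Nfkb2 (main −0.23; median scaling 0.025), Map3k7 (main 0.14; −0.036 without re-stimulated 2 to 0.32) and Map3k14 (main 0.65; another probe −1.03). On CpG re-stimulation they were Ifnb1 (main −0.061; median scaling 0.30; −0.84 to 1.13 without acute 3, and 0.32 without re-stimulated 2) and Il10 (main 0.19; −0.18 without re-stimulated 3 to 0.65, and −0.12 without acute 3).

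For Pam3CSK4 re-stimulation Map3k7 (main 0.0028) gave −0.0042 with the processed signal, −0.027 with normexp, −0.10 with the replicate block, −0.031 with the random block, −0.077 with GC centring, −0.032 with another probe, and −0.10 (without re-stimulated 2) to 0.062 with 1 array left out (−0.0018 without acute 1). Bcl3 (main −0.26) gave 0.24 with median scaling and −0.60 to 0.074 (without acute 1) with 1 array left out, and Nfkb1 (main −1.25) 0.51 with all 27 arrays. Acute Ppm1a with Poly(I:C) (main −0.099) gave 0.27 with median scaling. On its re-stimulation Map3k7 (main −0.19) gave 0.16 with median scaling and 0.072 and 0.19 with other probes, and Relb (main 0.44) −0.36 with another probe. Rela (main −0.14) gave 0.16 with median scaling, and −0.44 to 0.11 (without acute 1) with 1 array left out (0.040 without re-stimulated 3). With 1 array left out, Nfkb2 (main 0.19) gave −0.056 (without acute 3) to 0.39 and Il6 (main −0.52) −1.74 to 0.20 (without re-stimulated 1). The cause was not tested. Leaving out 1 array left 837 values of the named genes in direction and side of the threshold, and 196 lost it, 14 passed it and 15 changed direction.

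Between 42.1% and 74.6% of the probes were well above background on the 25 arrays used. A change from or to a level near background is a fitted value that depends on the background step, and probes below background on all arrays cannot show a change.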

Differences from the paper's values

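The restriction to probes with an Ensembl transcript and the centring by probe GC content, which appear below, were chosen after seeing the data, and the other alternatives were set before the data were examined. A number counts as different when it is more than 1.5 times the other. Genes are counted here by the names in the array files, probe and interval names included, while the paper kept only probes of Ensembl genes.

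For genes tolerized in at least 1 ligand the paper gives 1,644, and 2619 were found here. Within 1.5 times of the paper's number were the processed signal (2369), the normexp background (2121), median scaling (1755), no detection filter (2051), the replicate block (2064), a 2-fold threshold (2375) and a test on re-stimulation as well (2018). It was not reached with the authors' deposited values (2592), all 27 arrays (2945), the filter on every array of a group (2634), marked spots kept (2618), 1 fit over all groups (3463), the slide as a random block (3600), an intensity trend (2824), unadjusted p (3860), the fold alone (5204) or the top 500 as the first step (812). With a single array left out it was within that range without naïve 1 (1975), naïve 2 (1764), LPS acute 1 (1888), LPS acute 2 (1729) or LPS acute 3 (2250). Probes with an Ensembl transcript only, chosen after seeing the values, gave 1628.

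For acute Poly(I:C) the paper's number of changed probes is about 990 in Figure 1, read by eye, and 1716 were called here. Median scaling (1438), no detection filter (744) and the replicate block (1276) were within 1.5 times of it, and the other alternatives were not: the processed signal (2196), normexp (2510), the authors' deposited values (1713), all 27 arrays (1704), the filter on every array (2081), marked spots kept (1717), 1 fit over all groups (4171), the random block (5337), the trend (2471), unadjusted p (5509), a 2-fold threshold (1548) and the fold alone (9260). With a single array left out there were 186 to 396 calls or 2661 to 2849, none within that range.

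On CpG re-stimulation the paper's number is about 240 in Figure 1, read by eye, and 929 were called here. No detection filter (162) was within 1.5 times of it, and so was the setting without CpG re-stimulated 3 (195). The other alternatives were not, with 858 (a 2-fold threshold) to 6990 (the fold alone), and neither were the other settings with an array left out (from 42 without CpG acute 2 to 2068 without CpG acute 3). On Poly(I:C) re-stimulation it is about 620 in Figure 1, read by eye, and 1363 were called here. No alternative came within 1.5 times of that number: the nearest were 256 without the detection filter and 1215 with a 2-fold threshold, and the highest was 9291 with the fold alone. With an array left out there were 0 calls, or 2518 and 3230.

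The number of probes in the largest cluster of tolerized probes is about 590 in the paper's Figure 4, read by eye, and 890 here. Within 1.5 times of the paper's were the processed signal (822), normexp (730), median scaling (778), the authors' deposited values (873), no detection filter (707) and the replicate block (726). Not within it were all 27 arrays (1096), the filter on every array (1079), marked spots kept (937), 1 fit over all groups (1247), the random block (1259), the trend (1135) and the correlation distance (940). With a single array left out it was reached without naïve 1 (649), naïve 2 (629), LPS acute 1 (690), LPS acute 2 (692), CpG re-stimulated 2 (874), Pam3CSK4 re-stimulated 2 (860) or Poly(I:C) re-stimulated 3 (849). The number of probes in the smallest cluster of tolerized probes is about 380 in the paper's Figure 4, read by eye, and 633 here. Within 1.5 times of it were the processed signal (559), normexp (511), no detection filter (542), the filter on every array (534), the replicate block (478), the trend (507) and the correlation distance (568). Not within it were median scaling (150), the authors' deposited values (623), all 27 arrays (686), marked spots kept (571), 1 fit over all groups (857) and the random block (943). It was reached without naïve 1 (550) or 2 (421), without any 1 of the acute LPS arrays (408 to 492) or re-stimulated LPS arrays (544 and 564), and without CpG acute 3 (540), Pam3CSK4 re-stimulated 1 (529), Pam3CSK4 re-stimulated 3 (559) or Poly(I:C) acute 1 (537). Probes with an Ensembl transcript only, chosen after seeing the values, gave 520 and 413. Centring by GC content, also chosen after seeing the values, gave 510 for the smallest.

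The paper states that genes tolerized by another ligand are always tolerized by LPS too. Here 74.8% were, and the highest shares were 85.9% with a test on re-stimulation as well and 91.8% without naïve 2. In the paper's Figure 4 the largest cluster is the pattern shared by LPS and Poly(I:C), and the remaining one holds genes tolerized by all ligands. Here 99.9% of the largest cluster was tolerized by LPS and 1.57% by Poly(I:C), and no probe counts as tolerized by Pam3CSK4. The make-up of the clusters under the alternatives was not compared. The paper describes the super-induced patterns as shared mainly by LPS and Poly(I:C). Of 230 genes, 17 were super-induced by these ligands alone, 114 by LPS only and 57 by Poly(I:C) only.

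The paper lists Tnf as tolerized by every ligand. It was so here for LPS and CpG. Its acute rise was not called for Pam3CSK4 (5.76 log2 units, adjusted p = 0.287) and Poly(I:C) (3.96, 0.135), so it was in no class there. It was in the class for both with 1 fit over all groups, the slide as a random block, unadjusted p, the fold alone and without naïve 3, and for Pam3CSK4 also with median scaling and with the top 500 as the first step. Il6 is tolerized by Poly(I:C) in the paper. The change here was −0.52 (adjusted p = 0.779), less than 1.5-fold, and the class was reached without Poly(I:C) acute 1, acute 2 or re-stimulated 3, and with centring by GC content, which was chosen after seeing the values.

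Ifnb1 is tolerized by Pam3CSK4 in the paper. Here its acute rise was not called (2.56, adjusted p = 0.296), and unadjusted p and the fold alone put it in the class. The paper counts Il10 as tolerized by Poly(I:C). Here its acute rise was not called (2.09, adjusted p = 0.428), and median scaling, the replicate block and the fold alone put it in the class. Il12b, which the paper gives as tolerized by Pam3CSK4, was not called in the acute comparison (5.89, adjusted p = 0.285), and was in the class with median scaling, 1 fit over all groups, the random block, unadjusted p, the fold alone and the top 500 as the first step.

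Among the genes the paper places in the set of LPS and Poly(I:C) only, Isg15, Zbp1 and Dhx58 were not in that set here, and 5 others named there were. Isg15 was in it with the replicate block, with ranking by p in either direction and without naïve 1 or naïve 3. Zbp1 was in it with the intensity trend, without naïve 2 and with probes of an Ensembl transcript only, which was chosen after seeing the values. Dhx58 was in it under no setting. Ppm1a, which the paper has as induced by Poly(I:C), changed by −0.10 (adjusted p = 0.785), by 0.27 with median scaling, and was called under no setting. The genes that regain expression are mostly of metabolic respiration in the paper. Of 77 respiratory chain genes, 6 were in that class here against 8.66 by chance (one-sided Fisher's exact test, p = 0.877).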

Other observations

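The test of raised signal on naïve 3 was chosen only after the result was seen. The genes with the largest changes come from the rule fixed in advance, and the other tests in this part were planned. How some of them are read was revised after their values were seen.

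The number of probes called differs between the ligands. Of the 10 ways to split the 6 arrays of a comparison into 3 and 3, only 1, the real one, called as many probes as reported for naïve against acute LPS, CpG and Poly(I:C) and for acute against re-stimulated CpG and Poly(I:C). The other splits gave 0 by limma, apart from 1 of the re-stimulated Poly(I:C) comparison with 16. With 10 splits this count cannot exclude chance whatever it gives, so it decides nothing by itself. Whether fewer arrays bring the 0 calls for Pam3CSK4, with 2 acute arrays, is left open. Without replicate 2, CpG called 117 and Poly(I:C) 186 probes, without replicate 1 155 and 247, and without replicate 3 1054 and 2661. These counts are small in part but not 0. With fewer arrays still, without naïve 3, 586 probes were called for Pam3CSK4, so the number of arrays alone does not fix the count at 0, and a weaker response to Pam3CSK4 stays open. Slide to slide differences stay open too. With the slide as a block limma again called 0 (3225 at an unadjusted p under 0.05), but this fit of 5 arrays leaves 1 residual degree of freedom and decides nothing, and in 1 fit over all groups 1668 probes were called without and 2681 with the slide as a random block.

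All 4 acute comparisons share the naïve arrays, so their top 500 sets overlap by chance alone. In 50 simulations of unchanged groups against those arrays, the sets shared a median of 0 genes among all ligands (0 to 7), against 51 observed, so shared naïve arrays do not account for the overlap. The simulations put a median of 22 genes (1 to 195) in the sets of LPS and Poly(I:C) only, with 1 simulation reaching the 195 observed, and 88.0% (68.4 to 95.1) in 1 set only, against 49.6%.

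Of the 758 genes tolerized by CpG or Poly(I:C) and tested for LPS, LPS tolerized 77.3%. Among random genes of the same mean level it tolerized 8.46% (4.88 to 12.8 over 10000 draws), so the high number of LPS calls alone does not account for the overlap. The naïve arrays are shared by these comparisons, and their part in this overlap was not tested. The 34.8% of LPS-tolerized genes that CpG or Poly(I:C) induced compares with 34.1% for all genes called higher in acute LPS.

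Naïve 3 was above background on 74.6% of the probes, the other naïve arrays on 45.8% and 49.4%. Olfactory receptor probes were above background in 55.7% on naïve 3, against 4.70% to 15.2% on the other 24 arrays used, and a signal raised over the whole array may account for this. It is left open because the olfactory share follows from the share of all probes, and no biological explanation was tested. Leaving it out changes several counts given above, such as 10983 for acute LPS, 2903 for CpG, 586 for Pam3CSK4 and 2849 for Poly(I:C).

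The list of the olfactory receptor family was higher by camera in every acute comparison: by a median of 0.59 log2 units for LPS (124 of 161 genes higher, adjusted p = 3.55e-05), 0.29 for CpG (77 of 118, 0.00494), 0.39 for Pam3CSK4 (80 of 117, 0.00338) and 0.32 for Poly(I:C) (86 of 122, 0.00145). The direction turned for CpG (−0.24) and Poly(I:C) (−0.053) with the processed signal and for all ligands without the detection filter (−0.077, −0.043, −0.018 and −0.012). By fry none was called (adjusted p = 0.121 to 0.549; for LPS the unadjusted p was 0.0500). On re-stimulation it was lower for LPS (−0.35, 102 of 141 lower, adjusted p = 0.00554) and not called for CpG (−0.060, 0.385), Pam3CSK4 (−0.079, 0.274) and Poly(I:C) (−0.19, 0.0706).

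On re-stimulation the type I interferon list fell for LPS by a median of 1.78 log2 units (32 of 36 genes lower, adjusted p = 1.42e-09), and its change was −0.52 for CpG (29 of 36 lower, 0.0141), −0.27 for Pam3CSK4 (0.658) and −0.36 for Poly(I:C) (21 of 36 lower, 0.00604). By fry only the LPS value was called (adjusted p = 0.00110). The MAPK list changed by 0.48 for LPS (19 of 30 higher, 0.260), −0.099 for CpG (0.0503), −0.094 for Pam3CSK4 (0.613) and 0.40 for Poly(I:C) (18 of 29 higher, 0.0415, and 0.129 with the replicate block). By fry LPS (adjusted p = 0.0400) and Poly(I:C) (0.00217) were called. Differences between ligands in these lists were not tested.

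Of the 195 genes in the top 500 of LPS and Poly(I:C) only, 184 were tolerized by LPS, 125 by Poly(I:C) and 12 by CpG, while 21 were super-induced by Poly(I:C) and 1 by LPS. Their median change on re-stimulation was −2.25 log2 units for LPS, −0.45 for CpG, −0.20 for Pam3CSK4 and −0.82 for Poly(I:C).

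Among the largest decreases on re-stimulation, Mamdc2 was at 11.75 ± 0.94 (SD, n = 3) in naïve BMDMs and changed by −5.40 log2 units for LPS (adjusted p = 0.000837, range over the alternatives 2.88e-11 to 0.0288), −4.88 for CpG (0.0123, 4.26e-05 to 0.0578), −5.93 for Poly(I:C) (0.0173, 8.29e-06 to 0.0747) and −4.98 for Pam3CSK4 (0.133, 0.000199 to 0.667), with the acute and re-stimulated arrays apart in each comparison. The CpG call was lost without CpG acute 2, re-stimulated 1 or re-stimulated 2 (highest 0.0578) and the Poly(I:C) call without 4 of 6 arrays (highest 0.0747, without acute 1). For Pam3CSK4 it was called in 3 alternatives (0.0179 with median scaling, 0.00109 in 1 fit over all groups and 0.000199 with the slide as a random block). The arrays hold no cells treated once for 24 h and not re-stimulated, so the first treatment and the second are not separated in any of these decreases. The same holds for every other change on re-stimulation.

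Hpgd was at least 21.1-fold lower on CpG re-stimulation (adjusted p = 0.0411, range over the alternatives 0.00172 to 0.116, lost without 5 of 6 arrays and highest without re-stimulated 1). On Poly(I:C) re-stimulation Pcp4l1 changed by −5.37 (0.0354, 3.59e-05 to 0.125, lost without 4 of 6 and highest without acute 2) and Ptgs2 by 2.53 (0.0229, 0.00565 to 0.0949, lost without 4 of 6 and highest without acute 1). Raver2 changed by −6.98 on LPS re-stimulation (0.00158, 3.38e-13 to 0.0752). This was lost in 1 fit over all groups (0.0655) and with the slide as a random block (0.0752), and its second probe changed by −0.32 (0.266). Its log2 intensity lay between 2.20 and 9.15 on the naïve arrays.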
